# Broad Transcriptomic Impact of Sorafenib and Its Relation to the Antitumoral Properties in Liver Cancer Cells

**DOI:** 10.3390/cancers14051204

**Published:** 2022-02-25

**Authors:** Laura Contreras, Alfonso Rodríguez-Gil, Jordi Muntané, Jesús de la Cruz

**Keywords:** hepatocellular carcinoma cell line, gene ontology, RNA-Seq, RNA synthesis, Sorafenib

## Abstract

**Simple Summary:**

Hepatocellular carcinoma (HCC) is the fourth most frequent cause of cancer-related mortality worldwide. While ablation, resection and orthotopic liver transplantation are indicated at an early stage of the disease, Sorafenib (Sfb) is the current most administrated first-line treatment for advanced HCC, even though its therapeutic benefit is limited due to the appearance of resistance. Deep knowledge on the molecular consequences of Sfb-treatment is essentially required for optimizing novel therapeutic strategies to improve the outcomes for patients with advanced HCC. In this study, we analyzed differential gene expression changes in two well characterized liver cancer cell lines upon a Sfb-treatment, demonstrating that both lines responded similarly to the treatment. Our results provide valuable information on the molecular action of Sfb on diverse cellular fundamental processes such as DNA repair, translation and proteostasis and identify rationalization issues that could provide a different therapeutic perspective to Sfb.

**Abstract:**

Hepatocellular carcinoma (HCC) is one of the most frequent and essentially incurable cancers in its advanced stages. The tyrosine kinase inhibitor Sorafenib (Sfb) remains the globally accepted treatment for advanced HCC. However, the extent of its therapeutic benefit is limited. Sfb exerts antitumor activity through its cytotoxic, anti-proliferative and pro-apoptotic roles in HCC cells. To better understand the molecular mechanisms underlying these effects, we used RNA sequencing to generate comprehensive transcriptome profiles of HepG2 and SNU423, hepatoblastoma- (HB) and HCC-derived cell lines, respectively, following a Sfb treatment at a pharmacological dose. This resulted in similar alterations of gene expression in both cell lines. Genes functionally related to membrane trafficking, stress-responsible and unfolded protein responses, circadian clock and activation of apoptosis were predominantly upregulated, while genes involved in cell growth and cycle, DNA replication and repair, ribosome biogenesis, translation initiation and proteostasis were downregulated. Our results suggest that Sfb causes primary effects on cellular stress that lead to upregulation of selective responses to compensate for its negative effect and restore homeostasis. No significant differences were found specifically affecting each cell line, indicating the robustness of the Sfb mechanism of action despite the heterogeneity of liver cancer. We discuss our results on terms of providing rationalization for possible strategies to improve Sfb clinical outcomes.

## 1. Introduction

Hepatocellular carcinoma (HCC) is the most common type of primary liver cancer in adults [1]. HCC has been described as the sixth most common neoplasia and the fourth most frequent cause of cancer-related mortality in men and women worldwide, being the main cause of death in people with cirrhosis (see [2] and references therein). The prognosis of HCC is strictly determined by the staging of the tumor and the hepatic function of the patients. The Barcelona-Clinic Liver Cancer Classification (BCLC) is currently a useful method for staging patients and recommending treatments depending on the number and size of the tumor nodules, liver function, the presence of vascular invasion, and extrahepatic metastasis [3,4]. While ablation, resection, and orthotopic liver transplantation are indicated at very early and early stages of the disease [5,6], Sfb is the current most administered drug for the treatment of patients advanced HCC [6,7,8]. Unfortunately, Sfb only provides very limited clinical benefit to patients, the five-year survival rate remaining extremely low [7,8]. Thus, there is a need to develop novel therapies that alone or in combination with Sfb could improve the outcomes for patients with advanced HCC [2,6,9].

Sfb is a multiple tyrosine kinase receptor inhibitor such as the vascular endothelial growth factor receptors 2 and 3 (VEGFR2 and VEGFR3), the platelet-derived growth factor receptor beta (PDGFR-ß), FLT3 and c-KIT, as well as the Raf kinases, which are integral components of the Ras/Raf/mitogen-activated protein (MAP)/extracellular signal-regulated kinase (ERK) kinase (MEK)/ERK signaling cascade [10,11]; thus, Sfb also downregulates the phosphoinositide-3 kinase (PI3K)/Akt/mammalian target of rapamycin (mTOR) that regulates fundamental cellular processes [12]. Sfb exerts a potent anti-proliferative and pro-apoptotic activity against HCC cells [13,14]. We and others have shown that this is likely due to the generation of a potent endoplasmic reticulum (ER) stress that leads to the sequential induction of autophagy and apoptosis processes in hepatoblastoma (HB) and HCC cell lines and tumor-derived xenograft mice models [13,15]. However, many of the molecular events by which Sfb exerts its antitumor activity remain unclear.

Previous studies have examined the expression level of numerous transcripts in selected HB and HCC cell lines, which differ in their genetic characteristics, treated with Sfb using DNA microarray technology [10]. The aim of the present study was to further determine the impact of Sfb in HB and HCC cells using high-throughput RNA-Seq technology. The study was performed in two different liver cancer cell lines differing in differentiation stage and the expression of p53: HepG2 (well-differentiated HB cell line; wild-type p53) and SNU423 (moderately differentiated HCC cell line; in-frame p53 gene truncation of amino acids 126–132) [16]. Herein, we infer, from our RNA-Seq analysis, the specific pathways that seem to be activated and inhibited upon Sfb treatment and compare the obtained results with previously published ones obtained using microarray analysis of gene expression. Both, similarities and differences in the transcriptome with and without Sfb in the two cells lines were discussed.

## 2. Materials and Methods

### 2.1. Cell Lines, Culture Conditions, and Sorafenib Treatment

HepG2 and SNU423 cell lines were obtained from the American Type Culture Collection (ATCC/LGC Standards, S.L.U., Barcelona, Spain). As described earlier, cell lines were selected according to their origin, cellular differentiation stage, and p53 genetic status: HepG2 (wild-type p53. HB-8065™) [17] and SNU423 (in-frame p53 gene deletion. CRL-2238) [18]. Both cell lines were negative for mycoplasma contamination. Cells were cultured in minimal essential medium (MEM) with Earle’s balanced salts with L-glutamine (ref E15–825, PAA Laboratories Inc., Toronto, ON, Canada) supplemented with 10% fetal bovine serum (FBS, F7524, Sigma Aldrich, Lot No. 022M3395, endotoxin < 0.2 EU/mL), 1% sodium pyruvate (ref. S11–003, PAA Laboratories Inc.), 1% non-essential amino acids (ref. M11–003, PAA Laboratories Inc., Toronto, Canada) and penicillin–streptomycin solution (100 U/mL–100 µg/mL; ref. P11–010, PAA Laboratories Inc., Toronto, Canada); cells were grown in culture flasks at 37 °C in a humidified incubator with 5% CO_2_ until reaching a density of 100,000 cells/cm^2^. Sfb was added at the concentration of 10 µM at 24 h after plating, and lysates were obtained after 12 h treatment. Sorafenib (Sfb, ref. FS10808; Carbosynth Ltd., Compton, UK) was dissolved in dimethyl sulfoxide (DMSO) as a stock solution (100 mM).

### 2.2. Cell Proliferation

The measurement of bromodeoxyuridine (BrdU) incorporation was completed as exactly described in [13] using a commercial kit (ref. 11 647229001, Roche Diagnostics, Mannheim, Germany). Cells were seeded in 96-well plates at low density (15,000 cells/cm^2^). Two hours before cell harvesting, 20 μL of 10 μM BrdU was added to the cultures. DNA was denaturalized with 200 μL FixDenat solution included in the commercial kit for 30 min at room temperature. After removal, cells were incubated with 100 μL of monoclonal anti-BrdU antibody HRP conjugated for 90 min at room temperature. Afterwards, cells were washed with PBS buffer (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) and incubated with 100 μL revealing solution for 15 min at room temperature. Absorbance at 370 nm (A_370_) was measured using an Infinite 200 PRO microplate reader (Tecan, Männedorf, Switzerland). Cell cycle progression was assessed by flow cytometric analysis. For this, cells were seeded 24 h before treatment to a final confluence of 70% in a 6-well plate. Afterwards, cells were treated with 10 µM Sfb for 12 h and then harvested and fixed in 70% ethanol in PBS buffer overnight at 4 °C. After this, cells were resuspended in PBS buffer and incubated with 0.5 mg/mL RNase A during 1 h at 37 °C. Propidium Iodine (PI) was added to a final concentration of 0.05 mg/mL for 20 min at room temperature. Finally, cells were filtered to avoid aggregation and cell cycle progression was assessed using a FACSCantoTM Flow Cytometer and analyzed using the FACSDiva software (BD Biosciences, Allschwil, Switzerland).

### 2.3. RNA Extraction

Total RNA was extracted from each sample using a RNeasy mini kit according to the manufacturer’s instructions (QIAGEN, Hilden, Germany). RNA from each sample was then stored at −80 °C before further analyses.

### 2.4. mRNA Library Preparation

Libraries were prepared using RNA of cells treated either with the vehicle or with Sfb. Total RNA was prepared as described above. Then, concentration and quality of the RNA were assessed with Qubit (Qubit™ DNA HS assay, Thermo Fisher Scientific, Waltham, MA, USA) and a 2100 Bioanalyzed Nano Chip (Agilent Technologies Genomics, Santa Clara, CA, USA), respectively. RNA Integrity Number (RIN) values were > 9 in all RNA samples. Polyadenylated RNA was isolated from the total RNA using NEBNext Oligo d(T)_25_ beads (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. Samples were normalized to an equivalent concentration of 67.3 ng/µL and prepared for RNA Ilumina Sequencing. For HepG2 cell lines, three biological replicates were obtained, while for SNU423 cells only two biological replicates were collected.

### 2.5. RNA Sequencing and Data Analyses

RNA sequencing was performed with the NextSeq500 Mid-Output and 2 × 75 pb length parameters (paired-end). RNA-Seq data were first filtered using the FASTQ Toolkit v1.0.0 program and then analyzed using the BaseSpace Onsite v3.22.91.158 from Illumina. Only genes that were upregulated or downregulated with a *p*-value < 0.5 and [log_2_(fold changes)] ≥±0.5 were selected. Data presented in this study has been submitted to the Gene Expression Omnibus database under the accession number GSE186280.

### 2.6. Gene Set Enrichment Analysis and Over-Representation Analysis

To identify functional categories significantly affected by the Sfb treatment, Gene Set Enrichment Analysis (GSEA) [19,20] and Over-Representation Analysis (ORA) were performed using the Reactome database (https://reactome.org; last accessed 3 February 2022) [21] downloaded from the Molecular Signatures Database v. 7.1 (https://www.gsea-msigdb.org; last accessed 3 February 2022). For GSEA, genes were ranked according to the *p*-value and the direction of change (up or downregulated) obtained from the RNA-Seq data. For the combined analysis of both cell lines, the product of the *p*-value of each cell line was used for the ranking. GSEA was performed using the GSEA software with the default parameters for pre-ranked lists. ORA was performed using a Fisher’s exact test [22], selecting the genes with a *p*-value lower than 0.001 in the RNA-Seq data, either in each cell line or in both cell lines.

### 2.7. Real-Time Quantitative PCR

To confirm mRNA-Seq results, real-time quantitative PCR (RT-qPCR) was performed on a set of selected genes. Total RNA was obtained as previously described and RNA samples were treated with DNase I (Promega, Madison, WI, USA) to remove all traces of DNA. After this treatment, DNase I was inactivated by incubation of the samples at 65 °C for 10 min. RNA was then reverse transcribed using SuperScript™ III First Strand Synthesis for RT-PCR according to the manufacturer’s instruction (Invitrogen, Walthman, MA, USA) and random hexamer primers (Roche, Switzerland). Each reaction contained 250 ng of RNA in a total volume of 25 μL. RT-qPCR was performed using SYBR^®^ Green Premix Ex Taq™ 2X (Takara, Japan) and primer specifics of each transcript. The ribosomal RNA 28S (28S rRNA) was used as an internal normalization control.

Primers pair used for the RT-qPCR were as follows: β-actin mRNA: 5′TCCCTGGAGAAGAGCTACGA3′ (forward) and 5′AGGAAGGAAGGCTGGAAGAG3′ (reverse); *BAX* mRNA: 5′TCCACCAAGAAGCTGAGCGAG3′ (forward) and 5′GTCCAGCCCATGATGGTTCT3′ (reverse); *BIM* mRNA: 5′CACCAGCACCATAGAAGAA3′ (forward) and 5′ATAAGGAGCAGGCACAGA3′ (reverse); *BIRC3* mRNA 5′ATGCTTCTGTTGTGGCCTGA3′ (forward) and 5′ACTCTGAACGAATCTGCAGCT3′ (reverse); *BOP1* mRNA: 5′CTGATTCACCAGCTGAGCC3′ (forward) and 5′GACGCCACCAACAGGAAG3′ (reverse); *CEBPβ* mRNA: 5′AAACTCTCTGCTTCTCCCTCTGC3′ (forward) and 5′CTGACAGTTACACGTGGGTTGC3′ (reverse); *CPEB4* mRNA 5′CACCAACACCCTCCTCTTCC3′ (forward) and 5′TTCAGGGGCGTTATTCCACC3′ (reverse); *DUSP1* mRNA: 5′CCTGAGTACTAGCGTCCCTG3′ (forward) and 5′CAGGTACAGAAAGGGCAGGA3′ (reverse); *EIF4E2* mRNA: 5′TGAAAGATGATGACAGTGGGGA3′ (forward) and 5′CTGATTCTTGTCTCGTTCCGT3′ (reverse); *EPOP* mRNA 5′AGTTTTCGGGGTGACAGTCC3′ (forward) and 5′AGATGGAAGGAGGCAGGGAT3′ (reverse); *FEN1* 5′TGGGGTCAAGAGGCTGAGTA3′ (forward) and 5′GTGGATCCCTTGGGTTCTGG3′ (reverse); *GADD45B* 5′TGGGAAGGTTTTGGGCTCTC3′ (forward) and 5′TCCAGCGTCATGTTGCAATTATA3′ (reverse); *IDI1* 5′AACCACCTCGACAAGCAACA3′ (forward) and 5′TGTTCTCGTTCAGGTGACAA3′ (reverse); *PCNA* 5′AAAGTCCAAAGTCAGATCTGGTC3′ (forward) and 5′ACTGCATTTAGAGTCAAGACCCT3′ (reverse); *PHB* mRNA: 5′TCAACATCACACTGCGCATC3′ (forward) and 5′ATAGTCCTCTCCGATGCTGG3′ (reverse); *SMAD7* mRNA: 5′CCCCTCCTCTCCCTCATCAA3′ (forward) and 5′GGCTGGCAGGAAGGGAATAA3′ (reverse); *TPI* mRNA: 5′GGACTCGGAGTAATCGCCTG3′ (forward) and 5′TGTTGGGGTGTTGCAGTCTT3′ (reverse); *VEGFA* 5′CCATCCAATCGAGACCCTGG3′ (forward) and 5′CTCCAGGCCCTCGTCATTG3′ (reverse); 28S rRNA: 5′CAAAGCGGGTGGTAAACTCC3′ (forward) and 5′TTCACGCCCTCTTGAACTCT3′ (reverse).

### 2.8. Western Blot Analysis

Protein extracts were obtained by lysing cell pellets at 100 °C for 10 min in 2× Laemmli buffer (125 mM HCl-Tris, pH 6.8, 4% SDS, 0.02% bromophenol blue, 20% glycerol, 200 mM DTT). Cellular extracts were then sonicated in a Bioruptor (Diagenode, Liège, Belgium) for 1 min at high intensity. Protein extracts were subjected to 10% SDS-PAGE and transferred to nitrocellulose membranes (Amersham^TM^ Protran^®^ 0.45 µm, GE Healthcare Chicago, IL, USA). The membranes were blocked for 1 h with 5% skim milk in TTBS (15 mM HCl-Tris, pH 7.5, 200 mM NaCl, 0.2 M NaCl, 0.1% (*v*/*v*) Tween-20), followed by incubation with primary anti-NDUFS1 (Abcam, Cambridge, UK, ab169540, 1:10,000 dilution), anti-NDUFS2 (Abcam, ab103024, 1:2000 dilution), anti-NDUFV2 (Abcam, ab183715, 1:2000 dilution) and anti-GAPDH (Santa Cruz, sc-47724, 1:1000 dilution) at 4 °C overnight.

After washing with TTBS buffer, the membranes were incubated with HRP-conjugated secondary antibody (Bio-Rad, Hercules, CA, USA) for 1 h at a 1:5000 dilution at room temperature. Proteins were detected using an enhanced chemiluminescence detection kit (Pierce^TM^ Super-Signal West Pico, Thermo Fisher Scientific, Waltham, MA, USA) in a ChemiDoc^TM^ Touch Imaging System (Bio-Rad) and the relative intensity value quantified with the Image Lab software provided with this system.

### 2.9. Statistical Analyses

Statistical analyses were performed with the Prism 6.01 software (GraphPad, San Diego, CA, USA). Data were generated from several repeats (at least three) of different biological replicates (at least three). Mean ± S.D. were represented in the different graphs. To determine significance, Student’s tests for unpaired samples with confidence intervals of 95% were computed. Significance between conditions were indicated with the symbols * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. Regression plots and determination of Pearson coefficients and *p*-value were performed using the R software (Institute for Statistics and Mathematics, Vienna, Austria). A Venn diagram was computed using EulerAPE software [23].

## 3. Results and Discussion

### 3.1. Transcriptional Changes Caused by Sorafenib in Hepg2 Hepatoblastoma and SNU423 Hepatocellular Carcinoma Cell Lines

Sfb is an inhibitor of several kinases involved in tumor cell proliferation and angiogenesis, including Raf, VEGFR and PDGFR [10,24]. Nowadays, Sfb is one of the most used molecular targeted drugs for the treatment of advanced inoperable HCC with significant but unfortunately modest anticancer results [7,8]. 

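HepG2 is a liver cancer line with wild-type p53, and SNU423 is a liver cancer line with an in-frame deletion in p53. RNA from cells treated with vehicle or with 10 µM Sfb for 12 h was selected for poly(A) tails and sequenced on paired ends. There were 3 libraries per condition in HepG2 cells and 2 per condition in SNU423 cells. Vehicle-treated HepG2 cells gave total counts of 9650137, 14975233 and 15909033 in replicates 1, 2 and 3. Sfb-treated HepG2 cells gave 15614474, 13615817 and 15086318. Vehicle-treated SNU423 cells gave 11480846 and 10127741, and Sfb-treated SNU423 cells gave 14542495 and 10877216. The paper calls the libraries biological replicates and does not describe how the cultures were separated, so the p-value of a single gene here measures the spread between these libraries. The p-values of Fisher's exact test and of camera, a test of gene lists, compare genes with other genes instead.

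The values used are whole counts of reads per gene symbol, not normalized, with 57353 rows for 10 libraries. The submitters' processing notes name FastQC, cutadapt, HISAT2, the GRCh38 build and edgeR, while the methods of the paper name other programs for filtering and analysis. The step from aligned reads to counts is not given in the sources used here. Starting from these counts, genes with too few reads were set aside with edgeR's filterByExpr. Library sizes were scaled by TMM (trimmed mean of M values), and Sfb was compared with vehicle in each cell line on its own with edgeR's quasi-likelihood test. The test covered 14418 genes in HepG2 cells and 15336 in SNU423 cells. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and the paper's threshold of an unadjusted p under 0.001 was applied beside it. Fold changes are log2 of Sfb over vehicle, and levels are counts divided by the scaled library sizes, in CPM. Gene lists for the pathways were written from general knowledge before the data were examined. Many of them cover processes that the paper reports from these same libraries, so their tests are not independent of its findings. Lists made of genes that the paper names are not independent evidence either.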

To better understand the biological consequences of the treatment, two different model liver cancer cell lines (HepG2 and SNU423 cell lines) were treated with Sfb 10 µM for 12 h and their transcriptomes analyzed by RNA-Seq and compared to those of untreated cells grown in the same conditions. It has been previously shown that at this concentration, Sfb induces apoptosis and significantly reduces cell proliferation in cultures of the two liver cancer cell lines [16].

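In HepG2 cells, the first principal component of log2 CPM held 70.5% of the variance and placed the 3 vehicle libraries on one side and the 3 Sfb libraries on the other. In SNU423 cells, the first component held 64.2% and parted the 2 vehicle libraries from the 2 Sfb libraries. Vehicle-treated HepG2 libraries had pairwise Pearson correlations across genes of 0.982 to 0.988, and Sfb-treated HepG2 libraries 0.986 to 0.99. Between the conditions, the HepG2 correlations were 0.938 to 0.957. The vehicle pair of SNU423 libraries had a correlation of 0.972 and the Sfb pair 0.971, against 0.921 to 0.952 between the conditions. With all 10 libraries in 1 analysis, the first component held 81.3% and parted HepG2 from SNU423 cells, and the second held 9.44% and parted Sfb from vehicle. These correlations are across genes, which are not independent replicates, and a prior count of 2 was added before taking logs.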

Principal component analyses demonstrated strong consistency between repeats of each sample and clearly separated data from treated vs. untreated cells in both cell lines (data not shown). 

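In HepG2 cells, 3603 genes rose and 3297 fell with Sfb, 6900 of the 14418 tested. SLC44A2, which encodes a choline transporter, rose from 4.84 ± 0.54 CPM (SD, n = 3) with vehicle to 76.2 ± 6.13 CPM (SD, n = 3) with Sfb, a log2 fold change of 3.97 (standard error 0.13, adjusted p = 5.73e-08 from edgeR's quasi-likelihood test). HOXD1, a homeobox transcription factor gene, fell, with a log2 fold change of −3.85 (standard error 0.27, adjusted p = 4.03e-06 from the same test). In SNU423 cells, 746 genes rose and 705 fell, 1451 of the 15336 tested. NEURL3, which encodes a ubiquitin ligase of the Neuralized family, rose from 1.28 ± 0.0214 CPM (SD, n = 2) with vehicle to 46.1 ± 32.9 CPM (SD, n = 2) with Sfb, a log2 fold change of 5.16 (standard error 0.58, adjusted p = 0.00835 from the same test). DKK1, which encodes a secreted inhibitor of WNT signaling, fell, with a log2 fold change of −3.38 (standard error 0.33, adjusted p = 0.00769 from the same test). CCR6, a chemokine receptor gene, also fell, with a log2 fold change of −3.82 (standard error 0.42, adjusted p = 0.00835 from the same test). The HepG2 test had 4 residual degrees of freedom and the SNU423 test 2. Leaving out an SNU423 library leaves 1 in a condition, so a call lost there can reflect lost power rather than that library. The SNU423 count was 246 without vehicle replicate 1, 325 without vehicle replicate 2 and 425 without Sfb replicate 1, and 1286 genes rose without Sfb replicate 2.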

Numerous changes were observed in both cell lines when treated with Sfb (see Table S1). When we took into consideration changes in gene expression with an established *p*-value lower than 0.001, our RNA-Seq analysis identified 2140 and 1347 differentially expressed genes (DEGs) upon Sfb treatment in HepG2 and SNU423 cells, respectively. 

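At an unadjusted p under 0.001 from edgeR's quasi-likelihood test, 3660 genes changed in HepG2 cells and 560 in SNU423 cells. With the replicate number as a block, which pairs vehicle and Sfb libraries of the same number, the HepG2 count at this threshold was 6196. Without HepG2 vehicle replicate 2, it was 2374. The SNU423 count was 299 without vehicle replicate 1, 324 without vehicle replicate 2 and 1090 without Sfb replicate 2. It was 1360 with edgeR's exact test and 1177 with DESeq2.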

From these, 1166 and 677 were upregulated while 974 and 670 were downregulated, respectively, Table S2 displays the list of DEGs (*p*-value < 0.001) and highlights those genes with log_2_(FC) either higher than 1.5 or lower than −1.5 in Sfb-treated HepG2 (265 vs. 298 genes) and SNU423 (264 vs. 175 genes) cells, respectively. 

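Of the HepG2 genes at p under 0.001, 2039 rose and 1621 fell, and among them 262 had a log2 fold change above 1.5 and 287 one below −1.5. Those below −1.5 were 158 with at least 10 counts in every library and 138 with protein-coding genes alone. Of the SNU423 genes at this threshold, 286 rose and 274 fell, with 177 above 1.5 and 114 below −1.5. With the replicate number as a block, 3315 HepG2 genes rose and 2881 fell. In HepG2 cells the genes that rose were 1347 without vehicle replicate 2, and those that fell were 1027 without vehicle replicate 2 and 1056 without Sfb replicate 2. In SNU423 cells those that rose were 87 and 139 without vehicle replicates 1 and 2 and 700 without Sfb replicate 2, and those that fell were 155 without Sfb replicate 1. The SNU423 genes above 1.5 were 75 without vehicle replicate 1 and 457 without Sfb replicate 2, and those below −1.5 were 275 without Sfb replicate 2. FAM111B, which encodes a protease, and SLC6A14, an amino acid transporter gene, were in the HepG2 group below −1.5, with log2 fold changes of −2.45 and −2.42 (standard errors 0.16 and 0.31, adjusted p = 2.24e-06 and 2.89e-04 from edgeR's quasi-likelihood test). STC2, which encodes the secreted glycoprotein stanniocalcin 2, was in the SNU423 group above 1.5, with a log2 fold change of 2.72 (standard error 0.28, adjusted p = 0.00835 from the same test). SSTR2, a somatostatin receptor gene, was in the SNU423 group below −1.5, with a log2 fold change of −2.58 (standard error 0.36, adjusted p = 0.0111 from the same test).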

All these results are summarized in Figure 1A.

To verify whether the RNA-Seq results were valid, we first checked a set of genes using RT-qPCR, chosen in a random way. In HepG2 cells, we checked *ACTB* (β-actin), *BIRC3*, which encodes an inhibitor of apoptosis, *CEBPβ*, which encodes for a leucine-zipper transcriptional factor regulator of, among others, genes involved in the immune and inflammatory responses, *CPEB4*, a RNA binding protein that regulates activation of UPR, *DUSP1*, which encodes for the Dual Specificity Protein Phosphatase 1, *GADD45B*, the growth arrest and DNA damage-inducible protein, *SMAD7*, which encodes for a nuclear protein involved in the inhibition of the TGF-beta receptor and *VEGFA*, the vascular endothelial growth factor A as genes showing a positive log_2_(FC), and *BAX*, a BCL2 family member with a role as a mitochondrial apoptotic activator, the gene encoding the translation initiation factor eIF4E2, *EPOP* encoding for an scaffold protein, *FEN1* encoding for a DNA nuclease, *IDI1* encoding for a peroxisomal enzyme, *PCNA*, which encodes for a cofactor of the replicative DNA polymerase and the gene for the triosephosphate isomerase (TPI) as genes showing a negative log_2_(FC). 

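In the HepG2 counts, GADD45B rose from 8.4 ± 2.75 CPM (SD, n = 3) with vehicle to 68.4 ± 3.21 CPM (SD, n = 3) with Sfb, a log2 fold change of 3.00 (standard error 0.19, adjusted p = 2.60e-06 from edgeR's quasi-likelihood test). DUSP1 rose from 16 ± 2.68 CPM (SD, n = 3) with vehicle to 107 ± 15.5 CPM (SD, n = 3) with Sfb, a log2 fold change of 2.74 (standard error 0.15, adjusted p = 7.80e-07 from the same test). SMAD7, CEBPB, BIRC3 and ACTB rose with log2 fold changes of 1.89, 1.80, 1.50 and 1.28 (standard errors 0.14, 0.09, 0.23 and 0.13, adjusted p = 5.08e-06, 5.38e-07, 4.05e-04 and 2.66e-05 from the same test). EPOP, which encodes a partner of the Polycomb repressive complex, fell from 276 ± 53.1 CPM (SD, n = 3) with vehicle to 46.8 ± 8.5 CPM (SD, n = 3) with Sfb, a log2 fold change of −2.56 (standard error 0.17, adjusted p = 4.52e-06 from the same test). PCNA, EIF4E2, TPI1 and BAX fell with log2 fold changes of −1.46, −1.33, −0.65 and −0.43 (standard errors 0.10, 0.10, 0.11 and 0.10, adjusted p = 4.13e-06, 5.89e-06, 8.15e-04 and 0.00372 from the same test). All 8 genes checked for a positive fold change were higher and all 7 checked for a negative one were lower, with the same counts when adjusted over the list alone. The paper chose these genes, so the counts are not independent evidence.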

In all cases, a significant and similar trend was obtained in the levels expression of the genes tested in Sfb-treated versus non-treated cells by RT-qPCR or RNA-Seq analysis (Figure S1); thus, our RT-qPCR analysis was consistent with the obtained RNA-Seq data. In SNU423 cells, we checked *BIM*, which encodes for a proapoptotic protein, *BOP1* encoding for a factor involved in the assembly of 60S ribosomal subunits *BIRC3*, *CPEB4*, *DUSP1*, *GADD45B*, and *SMAD7* as gene showing a positive log_2_(FC), and eIF4E2, *EPOP*, *IDI1*, *PHB* (Prohibitin), which encodes for a protein proposed to play an antiproliferative role, *PCNA* and *TPI* as genes showing a negative log_2_(FC). Similarly, gene expression levels obtained using RNA-Seq and RT-qPCR methods were in good agreement each other with only small variation in the magnitude of expression (Figure S2).

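In the SNU423 counts, BCL2L11, which encodes BIM, rose from 25.2 ± 1.21 CPM (SD, n = 2) with vehicle to 82.5 ± 6.12 CPM (SD, n = 2) with Sfb, a log2 fold change of 1.71 (standard error 0.23, adjusted p = 0.011 from edgeR's quasi-likelihood test). CPEB4, BIRC3, GADD45B and SMAD7 rose with log2 fold changes of 2.03, 2.22, 2.74 and 1.47 (standard errors 0.31, 0.49, 0.61 and 0.34, adjusted p = 0.0133, 0.03, 0.0398 and 0.0339 from the same test), and each of these calls was lost when vehicle replicate 1 was left out. GADD45B and SMAD7 were also lost without vehicle replicate 2, and BIRC3 and SMAD7 without Sfb replicate 1. DUSP1 did not pass, with a log2 fold change of 1.30 (standard error 0.39, adjusted p = 0.0667 from the same test). BOP1 had a fold change of the opposite sign and did not pass, with a log2 fold change of −0.82 (standard error 0.33, adjusted p = 0.13 from the same test). PCNA fell from 369 ± 27.1 CPM (SD, n = 2) with vehicle to 78.1 ± 35.4 CPM (SD, n = 2) with Sfb, a log2 fold change of −2.24 (standard error 0.32, adjusted p = 0.0119 from the same test). IDI1, which encodes isopentenyl-diphosphate isomerase, fell with a log2 fold change of −2.20 (standard error 0.30, adjusted p = 0.011 from the same test). EIF4E2, EPOP and TPI1 fell with log2 fold changes of −1.09, −1.61 and −0.89 (standard errors 0.23, 0.41 and 0.23, adjusted p = 0.0269, 0.0423 and 0.0445 from the same test), and these 3 calls were lost without vehicle replicate 1 or Sfb replicate 1. EIF4E2 and EPOP were also lost without vehicle replicate 2, and TPI1 without Sfb replicate 2. PHB did not pass, with a log2 fold change of −0.74 (standard error 0.21, adjusted p = 0.0547 from the same test). Of the 7 genes checked for a positive fold change 5 were higher, and of the 6 checked for a negative one 5 were lower. When adjusted over the list alone, 6 of the first group were higher and 1 was lower, and all 6 of the second were lower. DUSP1 passed with DESeq2, with edgeR's exact test and in the fit of all 10 libraries, and so did PHB. BOP1 passed as lower with no filter on low counts and in the fit of all 10 libraries. The calls lost without an SNU423 library came from fits with 1 library in a condition, which have less power.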

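Among the 13320 genes tested in both cell lines, 546 rose in both, where 170 would be shared if the lines were independent (one-sided Fisher's exact test, p = 2.23e-221). Another 542 fell in both, against 152 (p = 9.93e-241 from Fisher's exact test). The number of genes changed the same way in both lines, 1088, was 215 and 265 without SNU423 vehicle replicates 1 and 2 and 297 without SNU423 Sfb replicate 1. Those that rose were 56, 107 and 159 without these libraries and 938 without SNU423 Sfb replicate 2, and those that fell were 159, 158 and 138 without the first 3. Only 10 genes rose in HepG2 and fell in SNU423 cells, and 5 did the reverse. At an unadjusted p under 0.001, 190 rose in both against 37.7, and 179 fell in both against 29.9 (p = 1.43e-104 and p = 7.91e-108 from Fisher's exact test). At this threshold, 65 and 95 rose in both without SNU423 vehicle replicates 1 and 2, 114 without SNU423 Sfb replicate 1 and 454 without SNU423 Sfb replicate 2, and 96 fell in both without SNU423 Sfb replicate 1. Of the HepG2 genes that rose at this threshold none fell in SNU423 cells, and of those that fell 1 rose. Genes are not independent of each other, so these p-values overstate the number of separate observations.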

Interestingly, when the RNA-Seq data were globally analyzed, a strong overlap between the set of genes misregulated by Sfb in HepG2 and SNU423 cells was observed. Indeed, changes in gene expression altered by Sfb treatment were highly positively correlated in both cell lines (Figure 1B). 

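Across the 13320 genes tested in both lines, the log2 fold changes had a Pearson r of 0.644 and a Spearman correlation of 0.656. The slope of SNU423 on HepG2 was 0.666, and 74.8% of the genes had the same sign in both lines. For the 3498 genes with p under 0.001 in HepG2 cells, r was 0.802. For the 516 genes with p under 0.001 in SNU423 cells, r was 0.861, the slope 1.18 and 97.5% had the same sign. Leaving out each library in turn gave an r over all genes with an SD of 0.0416, and with no filter on low counts it was 0.187. The correlations are across genes, which are not independent replicates.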

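For the 370 genes with p under 0.001 in both HepG2 and SNU423 cells, the regression of the SNU423 on the HepG2 log2 fold change had a slope of 1.1, an intercept of −0.0966 and a Pearson r of 0.921. All but 1 of the 370 (99.7%) had the same sign in both lines. Leaving out each library in turn gave values of r with an SD of 0.0123. Genes chosen for passing in both lines have large fold changes by construction, which raises r above its value over all genes.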

The linear regression for the common DEG genes shows a very high correlation (y = 1.055 × −0.0158), with a value of the Pearson Correlation coefficient as high as *r* = 0.9294. This result indicates that despite differences among the set of DEGs in each liver cancer cell line, the overall response to the Sfb treatment is very similar between both cell lines. Moreover, no special features regarding gene, ORF, 5′UTR or 3′UTR length, or GC content were found among the DEGs upon a Sfb treatment (data not shown).

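In a fit of all 10 libraries, 333 of 17015 genes responded to Sfb differently in the 2 lines. The response was larger or more positive in SNU423 cells for 119 of them and smaller or more negative for 214. The count was 119, 82 and 124 without HepG2 vehicle replicates 1, 2 and 3, and 166, 85 and 170 without HepG2 Sfb replicates 1, 2 and 3. It was 2226 with the replicate number as a block, 827 with DESeq2 and 702 with no filter on low counts. JAG1, which encodes a Notch ligand, had a response in SNU423 minus HepG2 cells with a log2 difference of −2.47 (standard error 0.27, adjusted p = 0.00127 from edgeR's quasi-likelihood test). Its log2 fold change in that fit was 1.96 in HepG2 and −0.51 in SNU423 cells, the latter not passing (adjusted p = 0.0852 from the same test). For PPP1R3E, which encodes a regulatory subunit of protein phosphatase 1, it was −1.28 in HepG2 and 2.49 in SNU423 cells, a log2 difference of 3.77 (standard error 0.40, adjusted p = 0.00112 from the same test). On simulated counts with the depth and spread of these libraries, this comparison found 52 of 66 genes set to differ 4-fold and 8 of 67 set to differ 2-fold. With dispersions drawn from the fitted trend, it found 57 of 66 and 17 of 67. From the correlation between the lines, the paper concludes that they respond very similarly.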

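In HepG2 cells, the genes that rose had a median gene length of 50235 bases and those that fell 15386. The median open reading frame was 1815 bases in genes that rose and 988.5 in genes that fell, the median 5′UTR 207 and 171, and the median 3′UTR 1297 and 786. Their median GC content was 47.6% and 50.3%. In SNU423 cells, the genes that rose had a median gene length of 55822 bases and those that fell 11178. The corresponding medians were 1683 and 748.5 bases for the open reading frame, 204 and 157 for the 5′UTR, and 1520 and 530 for the 3′UTR, with a GC content of 46.9% and 52.7%. Over all genes tested, the Spearman correlation between gene length and log2 fold change was 0.309 in HepG2 and 0.308 in SNU423 cells. Lengths came from an annotation of GRCh38 matched by gene symbol, which gave a value for 80.4% to 98.8% of the genes tested. Longer transcripts collect more reads and pass a test more easily, which acts on both directions alike.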

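In HepG2 cells, INHBE, which encodes the beta E subunit of inhibin, rose from 7.33 ± 1.19 CPM (SD, n = 3) with vehicle to 161 ± 31.6 CPM (SD, n = 3) with Sfb, a log2 fold change of 4.46 (standard error 0.18, adjusted p = 2.71e-07 from edgeR's quasi-likelihood test). This was the largest rise of all genes with a mean log2 CPM of at least 2 whose Sfb libraries all lay above the vehicle libraries. NUPR1, which encodes a stress-induced nuclear protein, rose from 30.8 ± 0.73 CPM (SD, n = 3) with vehicle to 299 ± 29.4 CPM (SD, n = 3) with Sfb, a log2 fold change of 3.28 (standard error 0.11, adjusted p = 5.73e-08 from the same test). DDIT3, which encodes the transcription factor CHOP, rose from 9.41 ± 1.76 CPM (SD, n = 3) with vehicle to 87.4 ± 8.61 CPM (SD, n = 3) with Sfb, a log2 fold change of 3.23 (standard error 0.14, adjusted p = 2.75e-07 from the same test). DUSP8, which encodes a phosphatase of stress kinases, PPP1R15A, which encodes the subunit that directs phosphatase 1 to eIF2alpha, and PPP1R13B, which encodes a p53-binding protein, had log2 fold changes of 3.32, 2.80 and 2.35 (standard errors 0.15, 0.13 and 0.11, adjusted p = 2.75e-07, 2.75e-07 and 3.09e-07 from the same test). All 11 genes that the paper names here were higher, also when adjusted over the list alone. Because the paper chose the genes, this count is not independent evidence.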

Focusing on HepG2 cells, which correspond to the cell line routinely studied in our laboratory, when genes are analyzed individually (see Figure 2A), those showing the highest positive log_2_(FC) with the lowest *p*-value were mainly stress-response genes such as *INHBE*, *ATF3*, *NUPR1*, *PPP1R13B*, *PPP1R15A* (also known as *GADD34*), *DDIT3*, *DUSP1*, *DUSP8*, or *ERN1*, as well as genes such as *PDGFA* (Platelet Derived Growth Factor subunit A) and *VEGFA* (Vascular Endothelial Growth Factor A), which correspond to growth factors that activate the PDGFR and VEGFR receptors, respectively, in charge of transducing their extracellular signals into the cell and described as direct targets of Sfb [10,24]. Their upregulation by Sfb might be related to secondary cell response as a consequence of the inhibition of PDGFR and VEGFR receptors. 

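The ligand genes PDGFA and VEGFA both rose in HepG2 cells. PDGFA rose from 5.06 ± 0.534 CPM (SD, n = 3) with vehicle to 19.7 ± 3.61 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.97 (standard error 0.18, adjusted p = 1.51e-05 from edgeR's quasi-likelihood test). VEGFA rose from 35 ± 1.71 CPM (SD, n = 3) with vehicle to 112 ± 8.61 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.68 (standard error 0.10, adjusted p = 1.44e-06 from the same test). In SNU423 cells, VEGFA rose with a log2 fold change of 1.67 (standard error 0.23, adjusted p = 0.011 from the same test) and PDGFA with a log2 fold change of 1.05 (standard error 0.24, adjusted p = 0.0329 from the same test). The PDGFA call in SNU423 cells was lost without either vehicle library or without Sfb replicate 1. The paper proposes that both ligands respond to the inhibition of their receptors.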

Consistently, most abovementioned genes regulate important cellular processes leading to inhibition of cell growth and proliferation and/or induction of apoptosis. As examples, *INHBE* is a member of the TGF-beta (transforming growth factor-beta) superfamily of protein genes, which encodes a preproprotein that requires proteolytical processing to generate the inhibin beta E subunit. Inhibins downregulate different cellular processes, among them cell proliferation and apoptosis [25,26]. In agreement with our data, it has been reported that *INHBE* is upregulated under conditions of endoplasmic reticulum (ER) stress, in which it is involved in the Sfb signaling [13,27]. In addition, DUSPs dephosphorylate many key signaling molecules, including MAPKs, leading to the reduction in the duration, magnitude, or spatiotemporal profiles of the activities of MAPKs [28]. *ATF3*, a gene for a transcriptional factor that functions in general adaptive responses and whose expression is induced by various stimuli including ER stress [29], is also upregulated upon the Sfb treatment. 

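ATF3 rose from 2.7 ± 0.572 CPM (SD, n = 3) with vehicle to 30.6 ± 5.37 CPM (SD, n = 3) with Sfb in HepG2 cells, a log2 fold change of 3.50 (standard error 0.20, adjusted p = 8.99e-07 from edgeR's quasi-likelihood test). All 3 Sfb libraries lay above all 3 vehicle libraries. ASNS, which encodes asparagine synthetase and is another gene that ATF4 turns on under stress, had a log2 fold change of 2.50 (standard error 0.11, adjusted p = 2.71e-07 from the same test).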

NUPR1 is a transcription regulator that induces autophagy and apoptosis through upregulation of ER stress-related factors including DDIT3 [30]. DDIT3, also known as CHOP or GADD153, is a central transcriptional factor, also induced by ER stress, that triggers apoptosis through inhibition of BCL2 and upregulation of BIM, which regulate BAX-BAK-mediated mitochondrial outer membrane permeabilization [31,32]. We have also previously shown that Sfb induced a sustained and progressive increase in CHOP expression by Western blot analysis [13]. Finally, it is worth mentioning another example of an upregulated gene that is *ERN1*, which encodes the transmembrane kinase IRE1, which functions as a general sensor of unfolded proteins during the activation of the unfolded protein response (UPR) upon ER stress [33]. 

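ERN1 rose from 9.35 ± 0.888 CPM (SD, n = 3) with vehicle to 38.9 ± 5.78 CPM (SD, n = 3) with Sfb in HepG2 cells, a log2 fold change of 2.07 (standard error 0.14, adjusted p = 3.69e-06 from edgeR's quasi-likelihood test). ATF6, which encodes the sensor that is cleaved in the Golgi under ER stress, rose with a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.00104 from the same test). EIF2AK2, which encodes the eIF2alpha kinase PKR, rose with a log2 fold change of 0.46 (standard error 0.11, adjusted p = 0.00434 from the same test). Of 7 genes of sensors of unfolded proteins and eIF2alpha kinases, 3 were higher and none was lower, also when adjusted over the list alone. As a group, they did not differ from other genes (adjusted p = 0.0692 from camera), but they rose on balance (adjusted p = 0.00870 from fry).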

Additional DEGs showing upregulation corresponded to *RAB42* and *EMMOD2* related to GTP-binding or GTPase activation signaling transduction or *FBXO9* and *TRIM56* related to a ubiquitin ligase function. On the other hand, individual genes showing both lowest negative log_2_(FC) and *p*-value corresponded to chaperones, and co-chaperone proteins that alleviate the tendency of pre-existing proteins from aggregation or help the folding of nascent ones [34]. Thus, *HSPA1A*, *HSPA8*, *DNAJA1* and *HSPA1B* are among the genes showing the most significant downregulation (Figure 2A). This result is, however, paradoxical since the ER stress caused by Sfb leads to the activation of UPR, thus, requiring further clarification. 

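In HepG2 cells, RAB42, a RAB GTPase gene, fell from 20.5 ± 5.75 CPM (SD, n = 3) with vehicle to 4.32 ± 0.389 CPM (SD, n = 3) with Sfb, a log2 fold change of −2.25 (standard error 0.21, adjusted p = 1.75e-05 from edgeR's quasi-likelihood test). ELMOD2, which encodes a GTPase-activating protein, fell from 56.1 ± 5.8 CPM (SD, n = 3) with vehicle to 18.9 ± 0.938 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.57 (standard error 0.11, adjusted p = 4.52e-06 from the same test). FBXO9, which encodes the substrate-binding part of a ubiquitin ligase, fell from 58.2 ± 0.964 CPM (SD, n = 3) with vehicle to 15.3 ± 1.28 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.92 (standard error 0.11, adjusted p = 7.94e-07 from the same test). TRIM56, which encodes a RING-type ubiquitin ligase, fell from 53.7 ± 5.81 CPM (SD, n = 3) with vehicle to 18.4 ± 3.03 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.54 (standard error 0.14, adjusted p = 1.53e-05 from the same test). In each of the 4 genes every Sfb library lay below every vehicle library.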

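Among 27 genes of cytosolic heat shock proteins and their partners, 19 were lower and 4 higher with Sfb in HepG2 cells (21 and 4 when adjusted over the list alone). HSPE1, which encodes a mitochondrial co-chaperonin, fell with a log2 fold change of −1.86 (standard error 0.14, adjusted p = 6.32e-06 from edgeR's quasi-likelihood test). The list's median log2 fold change was −0.59. As a group, these genes fell relative to other genes (adjusted p = 4.92e-05 from camera, adjusted p = 0.485 with an estimated correlation).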

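HSPA1A fell from 99.3 ± 17.4 CPM (SD, n = 3) with vehicle to 11.1 ± 2.12 CPM (SD, n = 3) with Sfb, a log2 fold change of −3.16 (standard error 0.17, adjusted p = 8.99e-07 from edgeR's quasi-likelihood test). HSPA8, the gene of the constitutive HSP70, fell from 1457 ± 74.4 CPM (SD, n = 3) with vehicle to 273 ± 144 CPM (SD, n = 3) with Sfb, a log2 fold change of −2.41 (standard error 0.34, adjusted p = 0.00115 from the same test). DNAJA1, which encodes an HSP40 co-chaperone, fell from 562 ± 35.8 CPM (SD, n = 3) with vehicle to 162 ± 25.7 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.80 (standard error 0.13, adjusted p = 4.52e-06 from the same test). HSPA1B fell with a log2 fold change of −2.52 (standard error 0.18, adjusted p = 7.74e-06 from the same test). HSPA1A and HSPA1B have nearly the same sequence, so reads may be shared between them and the pair is not separate evidence. The paper names these 4 genes for their fall, so they are not independent evidence.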

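Of 31 genes of ER chaperones and ER-associated degradation, which ATF6 and XBP1 turn on, 13 were lower and 1 was higher in HepG2 cells (14 and 1 when adjusted over the list alone). MANF, which encodes a secreted ER stress factor, fell with a log2 fold change of −1.56 (standard error 0.09, adjusted p = 1.26e-06 from edgeR's quasi-likelihood test). HSPA5, which encodes the ER chaperone BiP, fell with a log2 fold change of −1.02 (standard error 0.13, adjusted p = 1.17e-04 from the same test). CRELD2, which encodes a disulfide isomerase of the ER, fell with a log2 fold change of −1.09 (standard error 0.12, adjusted p = 6.17e-05 from the same test). The group fell relative to other genes (adjusted p = 4.34e-04 from camera, adjusted p = 0.485 with an estimated correlation). The median log2 fold change was −0.30, and 8 members instead of 13 were lower without vehicle replicate 2. A split of the HepG2 libraries that mixed the treatments gave a smaller adjusted p for this list (2.45e-07 from camera).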

Similar results to these found for HepG2 cells were also uncovered for SNU423 cells when treated with Sfb (Figure 2B), indicating the robustness of the cellular responses to this drug.

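In SNU423 cells, DDIT3 rose from 19.6 ± 7.14 CPM (SD, n = 2) with vehicle to 192 ± 61.3 CPM (SD, n = 2) with Sfb, a log2 fold change of 3.29 (standard error 0.34, adjusted p = 0.00835 from edgeR's quasi-likelihood test). INHBE rose from 13 ± 5.35 CPM (SD, n = 2) with vehicle to 78.3 ± 15.1 CPM (SD, n = 2) with Sfb, a log2 fold change of 2.58 (standard error 0.33, adjusted p = 0.00919 from the same test). ATF3, NUPR1 and PPP1R15A rose with log2 fold changes of 1.89, 1.76 and 1.82 (standard errors 0.33, 0.30 and 0.35, adjusted p = 0.0182, 0.0171 and 0.0223 from the same test), and each of these calls was lost without vehicle replicate 1. PPP1R15A was also lost without vehicle replicate 2 or Sfb replicate 1. ERN1, DUSP8 and PPP1R13B did not pass, with log2 fold changes of 1.12, 1.08 and 0.65 (standard errors 0.40, 0.37 and 0.30, adjusted p = 0.103, 0.0925 and 0.188 from the same test). All 3 passed in the fit of all 10 libraries, and the first 2 also with no filter on low counts. HSPA1A and DNAJA1 fell with log2 fold changes of −2.14 and −1.67 (standard errors 0.33 and 0.21, adjusted p = 0.0133 and 0.00919 from the same test). HSPA8 and HSPA1B fell with log2 fold changes of −1.01 and −1.58 (standard errors 0.21 and 0.40, adjusted p = 0.0258 and 0.0419 from the same test), and were lost without vehicle replicate 1 or Sfb replicate 1. HSPA1B was also lost without vehicle replicate 2, and HSPA8 without Sfb replicate 2. Of the 11 stress and growth factor genes that the paper names for HepG2 cells, 7 were higher (10 when adjusted over the list alone), and all 4 named chaperone genes were lower by either adjustment. MANF and HSPA5, targets of the unfolded protein response, fell with log2 fold changes of −1.98 and −1.68 (standard errors 0.23 and 0.21, adjusted p = 0.00835 and 0.00919 from the same test). The genes were chosen by the paper, so the counts are not independent evidence.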

Next, we performed enrichment analyses of differentially expressed genes using the REACTOME database to identify the biological significance of the genes affected by the Sfb treatment common to both liver cancer cell lines of this study. Figure 3A summarizes the 20 over-represented REACTOME terms which are significantly associated with the upregulated genes. This analysis suggested that the upregulated DEGs were most significantly categorized into functional groups related to circadian regulation, group of pathways related to phosphorylated eIF2-alpha translation factor, FOXO-mediated transcription, metabolism of diverse lipids, events of membrane trafficking, its regulation by RAB GTPases and UPR, transport of amino acids and inorganic cations, biogenesis of mitochondria, apoptosis mediated by BH3-only proteins; strikingly, the activation of the signaling by receptor tyrosine kinases, which is the route that Sfb mainly inhibits, is among the categories that are also upregulated; this might be interpreted as a cellular response to the Sfb inhibition in order to regain cellular homeostasis. 

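Of the 190 genes that rose in both cell lines at an unadjusted p under 0.001, 16 belonged to a list of 41 targets of ATF4 and CHOP, the transcription factors that act after phosphorylation of eIF2alpha (one-sided Fisher's exact test, adjusted p = 1.36e-17). SLC7A11, which encodes a cystine transporter, rose with a log2 fold change of 2.56 (standard error 0.12, adjusted p = 4.17e-07 from edgeR's quasi-likelihood test) in HepG2 cells and a log2 fold change of 1.85 (standard error 0.25, adjusted p = 0.0111 from the same test) in SNU423 cells. Of 23 circadian clock genes and of 23 amino acid transporter genes, 4 each rose in both lines (adjusted p = 0.00416 for each from Fisher's exact test). Of 40 activators of mitochondrial biogenesis, 4 did so (adjusted p = 0.0237), and of 49 phosphoinositide kinases and phosphatases, 4 (adjusted p = 0.0427). Sensors of unfolded proteins and eIF2alpha kinases were 0 of 7 (adjusted p = 1 from the same test). FOXO genes and targets (0 of 21), the BH3-only and BCL2 family (2 of 12) and receptor tyrosine kinases with their ligands and adaptors (3 of 31) did not pass (adjusted p = 1, 0.0882 and 0.0740 from the same test). At an adjusted p under 0.05 in both lines these were 3, 3 and 5 (adjusted p = 0.221, 0.0576 and 0.0441), and with no filter on low counts 4 of 30, 3 of 16 and 6 of 44 (adjusted p = 0.0311, 0.0313 and 0.00551). Of 63 RAB GTPases and their regulators only 1 rose in both lines (adjusted p = 1 from the same test). At an adjusted p under 0.05 in both lines 8 of the 63 did so (adjusted p = 0.0275 from the same test), and with no filter on low counts 8 of 69 did (adjusted p = 0.00332). DENND5A, which encodes an exchange factor for RAB39, rose in HepG2 cells with a log2 fold change of 1.49 (standard error 0.12, adjusted p = 7.41e-06 from edgeR's quasi-likelihood test). In HepG2 cells alone, 35 of 64 genes of the RAB list were higher and 5 lower (38 and 5 when adjusted over the list alone), and the group rose relative to other genes (adjusted p = 3.08e-04 from camera, adjusted p = 0.485 with an estimated correlation). The lists were written for this comparison and are not the REACTOME terms of the paper, and the background was the 13320 genes tested in both lines.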

Figure 3B shows the 20 over-represented REACTOME terms which are downregulated by Sfb. These mainly include the routes of synthesis of cholesterol and steroid, DNA replication, metabolism of RNA, and cell cycle. 

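Of the 179 genes that fell in both cell lines at an unadjusted p under 0.001, 11 were among 23 genes of cholesterol biosynthesis (one-sided Fisher's exact test, adjusted p = 1.29e-13). MSMO1, which encodes a methylsterol monooxygenase, fell in HepG2 cells with a log2 fold change of −1.83 (standard error 0.11, adjusted p = 1.61e-06 from edgeR's quasi-likelihood test). Of 48 genes of replication forks and origins, 7 fell in both lines (adjusted p = 9.44e-05 from Fisher's exact test). FEN1, which encodes a flap endonuclease, fell from 810.3 ± 167 CPM (SD, n = 2) with vehicle to 145 ± 4.22 CPM (SD, n = 2) with Sfb in SNU423 cells, a log2 fold change of −2.49 (standard error 0.24, adjusted p = 0.00769 from edgeR's quasi-likelihood test). Of 43 genes of the Sm and SF3B proteins of the spliceosome, 5 fell in both lines (adjusted p = 0.00416 from Fisher's exact test). LSM3, which encodes an Sm-like protein, fell in HepG2 cells with a log2 fold change of −1.10 (standard error 0.13, adjusted p = 6.91e-05 from edgeR's quasi-likelihood test). Of 28 cell cycle kinases and cyclins only 1 fell in both lines (adjusted p = 0.872 from Fisher's exact test), whereas 5 did at an adjusted p under 0.05 in both lines (adjusted p = 0.0302 from the same test). With no filter on low counts 3 of 29 did (adjusted p = 0.0694).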

Other processes such as translation and formation of the mitochondrial respiratory complex I were also downregulated; again, as a possible adaptation mechanism, Sfb upregulates the transcriptional activation of mitochondrial biogenesis (Figure 3A). Thus, we conclude that Sfb both induces the activation of the expression of genes belonging to pathways involved in signal transduction, that regulate cell metabolism, belong to the integrated stress response and trigger apoptosis and negatively affects the expression of genes mainly involved in cell growth, cell cycle control, and proliferation.

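Of 82 genes of mitochondrial ribosomal proteins, 5 fell in both cell lines at an unadjusted p under 0.001 (one-sided Fisher's exact test, adjusted p = 0.0427). For 83 cytosolic ribosomal proteins, 2 did so (adjusted p = 0.869 from the same test), and for 37 nuclear-encoded subunits of complex I, 3 did (adjusted p = 0.0905 from the same test). At an adjusted p under 0.05 in both lines, 17 mitochondrial ribosomal proteins, 5 cytosolic ones and 13 subunits of complex I fell in both (adjusted p = 7.20e-07, 0.802 and 4.08e-08 from the same test). With no filter on low counts, 13 subunits of complex I fell in both (adjusted p = 4.74e-12), and 14 mitochondrial and 5 cytosolic ribosomal proteins (adjusted p = 1.47e-08 and 0.0882). MEF2D, which encodes a transcription factor that turns on PPARGC1A, rose in HepG2 cells with a log2 fold change of 1.41 (standard error 0.12, adjusted p = 1.34e-05 from edgeR's quasi-likelihood test). PPARGC1A, which encodes the coactivator PGC-1alpha, rose in SNU423 cells from 0.895 ± 0.112 CPM (SD, n = 2) with vehicle to 9.56 ± 3.77 CPM (SD, n = 2) with Sfb, a log2 fold change of 3.41 (standard error 0.47, adjusted p = 0.0111 from the same test). Most of the ribosomal and complex I genes have short transcripts, and across all genes short ones fell more than long ones.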

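Among genes of apoptosis in HepG2 cells, BBC3, which encodes the BH3-only protein PUMA, rose from 24.4 ± 0.296 CPM (SD, n = 3) with vehicle to 86.6 ± 5.36 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.83 (standard error 0.10, adjusted p = 7.80e-07 from edgeR's quasi-likelihood test). BMF, PMAIP1 and BIK, which encode other BH3-only proteins, rose with log2 fold changes of 1.42, 1.65 and 2.44 (standard errors 0.15, 0.19 and 0.32, adjusted p = 3.38e-05, 7.26e-05 and 1.54e-04 from the same test). BAD, another gene of this family, fell with a log2 fold change of −0.59 (standard error 0.12, adjusted p = 0.00196 from the same test). Of 14 genes of the BH3-only and BCL2 family, 5 were higher and 3 lower (7 and 4 when adjusted over the list alone, 8 and 5 with the replicate number as a block). Among FOXO genes and their targets, GADD45A, which encodes a growth arrest protein, FOXO3 and FOXO1 rose with log2 fold changes of 1.74, 1.04 and 1.11 (standard errors 0.10, 0.11 and 0.13, adjusted p = 7.80e-07, 4.72e-05 and 7.21e-05 from the same test). IGFBP1, which encodes an insulin-like growth factor binding protein and is another FOXO target, fell with a log2 fold change of −2.32 (standard error 0.23, adjusted p = 8.57e-05 from the same test). Of 23 such genes, 11 were higher and 3 lower (11 and 6 when adjusted over the list alone, 13 and 6 with the block), and 7 were higher without vehicle replicate 2. Neither list differed as a group from other genes (adjusted p = 0.238 and 0.195 from camera), but both rose on balance (adjusted p = 0.00478 and 0.00614 from fry). In SNU423 cells, BMF rose with a log2 fold change of 2.01 (standard error 0.27, adjusted p = 0.011 from edgeR's quasi-likelihood test). From the pathways enriched in each direction, the paper concludes that Sfb turns on signaling, stress response and apoptosis genes and lowers genes of growth and proliferation.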

### 3.2. Sorafenib Inhibits Cell Growth

Several studies have clearly shown that treatment with Sfb reduced cell viability and promoted cell death in HCC cell lines (e.g., [13] and references therein). Consistently, Figure 4A shows a substantial decrease in cell proliferation upon the treatment of Sfb in our growing conditions, which is compatible with the cytotoxic activity of this drug. Interestingly, our RNA-Seq analysis found, among the different functional groups of downregulated DEGs, those related to cell growth, ribosome biogenesis, translation, co-translation protein targeting to membrane, cell cycle DNA replication and repair, cell cycle checkpoints, and sterol biosynthesis. All showed high negative values of normalized enrichment score (NES) in the GSEA analysis, thus reflecting a significant enrichment of these pathways in the list of predominantly inhibited genes upon Sfb treatment in HepG2 cells (Table S3 and Figure 3A).

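In HepG2 cells, 26 of 59 lists moved together relative to other genes at an adjusted p under 0.05 with camera's preset correlation of 0.01. With an estimated correlation, none did (smallest adjusted p = 0.272 with an estimated correlation). That version of camera uses only the residual degrees of freedom, 4 in HepG2 and 2 in SNU423 cells, which alone makes its p-values larger. Circadian clock genes lost their call there although their estimated correlation, 0.00525, was below the preset one. A lost call therefore does not show that correlation between genes had made it. Among the lists that fell were cholesterol biosynthesis (median log2 fold change −1.08, adjusted p = 3.44e-12 from camera, adjusted p = 0.272 with an estimated correlation) and replication forks and origins (median −0.46, adjusted p = 1.02e-05 from camera, adjusted p = 0.272 with an estimated correlation). GINS1, which encodes a subunit of the replicative helicase complex, fell from 107 ± 4.61 CPM (SD, n = 3) with vehicle to 30.7 ± 6.91 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.80 (standard error 0.15, adjusted p = 1.24e-05 from edgeR's quasi-likelihood test). Of the 48 replication genes, 29 were lower and 5 higher, also when adjusted over the list alone. ORC5, which encodes a subunit of the origin recognition complex, rose with a log2 fold change of 0.58 (standard error 0.12, adjusted p = 0.00294 from the same test). Camera compares each list with all other genes and the lists share members, so the 26 are not separate findings. With the preset correlation it called up to 23 lists in other splits of the 6 HepG2 libraries into 3 and 3, which mix the treatments but keep part of their difference. Another split gave a smaller adjusted p than the real one for cytosolic ribosomal proteins (3.96e-38 from camera). The same held, among others, for mitochondrial ribosomal proteins, complexes I and IV, ATP synthase, the proteasome, ER chaperones and heat shock proteins. For these lists camera's p does not by itself show an effect of Sfb. The real split had the smallest for cholesterol biosynthesis and targets of ATF4 and CHOP.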

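In HepG2 cells, E2F1 and E2F5, which encode an activating and a repressive transcription factor of the G1/S transition, fell with log2 fold changes of −0.57 and −0.72 (standard errors 0.11 and 0.13, adjusted p = 0.00195 and 0.00124 from edgeR's quasi-likelihood test). CDK4, which encodes the kinase that acts with D-type cyclins, did not pass, with a log2 fold change of −0.21 (standard error 0.10, adjusted p = 0.107 from the same test), but did with the replicate number as a block. TFDP1, which encodes the partner protein of E2F factors, fell with a log2 fold change of −0.99 (standard error 0.10, adjusted p = 2.66e-05 from the same test). WEE1, which encodes a kinase that holds back mitotic entry, rose from 65.1 ± 4.66 CPM (SD, n = 3) with vehicle to 149.9 ± 16.3 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.21 (standard error 0.11, adjusted p = 1.53e-05 from the same test). Of 8 E2F genes, 3 were lower and none was higher, also when adjusted over the list alone, and 2 were higher with the block. Of 29 cell cycle kinases, cyclins and regulators, 10 were lower and 6 higher (11 and 6 when adjusted over the list alone). With the replicate number as a block, 13 were lower and 11 higher. Of 32 genes of mitosis, 9 were higher and 6 lower by either adjustment, and 4 and 5 were higher without vehicle replicate 1 and Sfb replicate 3. ASPM, which encodes a protein of the spindle poles, fell with a log2 fold change of −0.87 (standard error 0.12, adjusted p = 1.91e-04 from the same test), and TTK, which encodes a spindle checkpoint kinase, rose with a log2 fold change of 0.70 (standard error 0.12, adjusted p = 6.49e-04 from the same test). None of these 3 lists differed as a group from other genes (adjusted p = 0.241, 0.384 and 0.976 from camera). The E2F genes fell on balance, and the other 2 lists were not called (adjusted p = 0.00863, 0.0743 and 0.910 from fry).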

Regarding the cell cycle and DNA replication categories, we found that the levels of different E2F isoforms and of the kinase CDK4 were significantly and mildly downregulated, respectively. 

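E2F2, which encodes an activating E2F factor, fell in HepG2 cells from 17.4 ± 3.03 CPM (SD, n = 3) with vehicle to 8.07 ± 0.601 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.11 (standard error 0.16, adjusted p = 2.61e-04 from edgeR's quasi-likelihood test). Of the E2F genes that passed the test, it had the largest fall. CDKN2C, which encodes an inhibitor of CDK4 and CDK6, fell with a log2 fold change of −1.13 (standard error 0.11, adjusted p = 3.09e-05 from the same test).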

In agreement with a reduction in the function of different E2F isoforms, the most severe one of E2F2, Sfb causes a clear delay at the S and G2 phases of the cell cycle in HepG2 cells (Figure 4B). It should be emphasized that a selective CDK4/6 inhibitor, Palbociclib, has shown promising results by impairing tumor growth in vivo and significantly increasing patients’ survival in various preclinical models of retinoblastoma-positive HCC when used alone or particularly in combination with Sfb [35].

Regarding DNA replication and repair, it is worth mentioning that downregulation of gene expression by Sfb involves many components of the minichromosome-maintenance proteins (MCM) complex, as previously reported by microarrays [10]. 

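Of 9 MCM genes, 8 were lower with Sfb in HepG2 cells and none was higher, also when adjusted over the list alone. MCM3 fell from 396 ± 31.6 CPM (SD, n = 3) with vehicle to 252 ± 19.5 CPM (SD, n = 3) with Sfb, a log2 fold change of −0.65 (standard error 0.11, adjusted p = 6.12e-04 from edgeR's quasi-likelihood test). MCM4 fell from 297 ± 14.1 CPM (SD, n = 3) with vehicle to 189 ± 9.51 CPM (SD, n = 3) with Sfb, a log2 fold change of −0.65 (standard error 0.10, adjusted p = 2.85e-04 from the same test). MCM6, another subunit of the helicase, and MCM8, which acts in recombination, fell with log2 fold changes of −0.76 and −0.57 (standard errors 0.14 and 0.10, adjusted p = 0.00121 and 0.00104 from the same test). As a group, they fell relative to other genes (adjusted p = 0.00153 from camera, adjusted p = 0.485 with an estimated correlation). In the fit of all 10 libraries 4 of the 9 were lower.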

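CLSPN, which encodes Claspin, the adaptor that lets ATR activate CHK1, fell in HepG2 cells from 71.3 ± 9.19 CPM (SD, n = 3) with vehicle to 32.8 ± 5.88 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.12 (standard error 0.15, adjusted p = 1.58e-04 from edgeR's quasi-likelihood test). ATRIP fell with a log2 fold change of −0.77 (standard error 0.15, adjusted p = 0.00197 from the same test). ATR itself, which encodes the checkpoint kinase, fell with a log2 fold change of −0.47 (standard error 0.15, adjusted p = 0.0263 from the same test), a call that was lost without vehicle replicate 2 or 3 or Sfb replicate 1 or 2 and in the fit of all 10 libraries. RPA2 and RPA3, which encode subunits of the protein that coats single-stranded DNA, fell with log2 fold changes of −0.88 and −1.06 (standard errors 0.10 and 0.12, adjusted p = 7.20e-05 and 5.83e-05 from the same test). RPA1, which encodes the largest subunit, did not pass, with a log2 fold change of −0.21 (standard error 0.10, adjusted p = 0.112 from the same test), but did with the replicate number as a block. HUS1, which encodes part of the checkpoint clamp, rose from 8.93 ± 0.65 CPM (SD, n = 3) with vehicle to 19.7 ± 1.07 CPM (SD, n = 3) with Sfb (adjusted p = 6.15e-05 from the same test). Of 16 genes of this checkpoint, 9 were lower and 2 higher, also when adjusted over the list alone (adjusted p = 0.024 from camera, adjusted p = 0.376 with an estimated correlation).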

Expression of genes coding for proteins of the DNA damage sensor such as ATR and its stabilizer ATRIP, Claspin and RPA is also downregulated; all these proteins are involved in a checkpoint leading to the inhibition of the firing of the DNA replication origins as a consequence of DNA damage due to genotoxic stress (e.g., ionizing radiation, ultraviolet light) or a DNA replication stall accident (e.g., [36,37]). Figure 5 summarizes these findings. We also found downregulation of genes coding for proteins belonging to the base excision repair pathway, including those coding for DNA glycosylases such as UNG, SMUG1 and NEIL1, the endonuclease FEN1 and subunits of DNA polymerases delta and epsilon [38]. 

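FEN1 fell in HepG2 cells from 290.3 ± 34.1 CPM (SD, n = 3) with vehicle to 68.3 ± 1.94 CPM (SD, n = 3) with Sfb, a log2 fold change of −2.09 (standard error 0.11, adjusted p = 5.92e-07 from edgeR's quasi-likelihood test). UNG fell from 132 ± 6.14 CPM (SD, n = 3) with vehicle to 74.3 ± 9.21 CPM (SD, n = 3) with Sfb, a log2 fold change of −0.82 (standard error 0.11, adjusted p = 1.40e-04 from the same test). SMUG1 fell with a log2 fold change of −0.67 (standard error 0.12, adjusted p = 0.00114 from the same test). NEIL1 did not pass, with a log2 fold change of −0.59 (standard error 0.27, adjusted p = 0.0914 from the same test), but did with the replicate number as a block. POLD3, which encodes a subunit of DNA polymerase delta, fell with a log2 fold change of −0.91 (standard error 0.13, adjusted p = 2.06e-04 from the same test). POLB, which encodes the polymerase that fills short repair gaps, rose with a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.00413 from the same test). Of 30 genes of base excision repair, 14 were lower and 4 higher, also when adjusted over the list alone. The group fell relative to other genes (adjusted p = 0.00458 from camera, adjusted p = 0.272 with an estimated correlation), and 9 instead of 14 were lower without vehicle replicate 1 and in the fit of all 10 libraries.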

As previously discussed [10], the putative inhibition of DNA replication and repair pathways upon Sfb treatment would make HCC cells more sensitive to chemotherapeutic drugs inducing DNA damage (e.g., doxorubicin), irradiation or drugs suppressing DNA damage repair signaling (e.g., olaparib, THZ531), making pertinent the combination therapy as of clinical utility [39,40,41,42]. Finally, the telomere replication seems also to be negatively affected by Sfb, as shown by the fact that two functional categories related to this process are among the Sfb-downregulated pathways in our study. 

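Of 22 genes of telomere maintenance, 7 were lower and 4 higher in HepG2 cells, also when adjusted over the list alone. RUVBL1, which encodes an ATPase needed to assemble telomerase, fell with a log2 fold change of −0.89 (standard error 0.10, adjusted p = 4.97e-05 from edgeR's quasi-likelihood test). NHP2 and WRAP53, which encode proteins of the telomerase particle, fell with log2 fold changes of −0.74 and −0.71 (standard errors 0.10 and 0.12, adjusted p = 1.82e-04 and 5.67e-04 from the same test). TERF2IP, which encodes the shelterin protein RAP1, rose with a log2 fold change of 0.71 (standard error 0.09, adjusted p = 1.01e-04 from the same test). CTC1, which encodes a protein that caps the replicated end, rose with a log2 fold change of 1.00 (standard error 0.15, adjusted p = 3.66e-04 from the same test). As a group, the list did not differ from other genes (adjusted p = 0.65 from camera), but it fell on balance (adjusted p = 0.0231 from fry).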

Telomeres have also been rationalized as useful targets in hepatocarcinogenesis [43].

All in all, the most affected REACTOME categories by Sfb are related to all steps of the ribosome biogenesis, protein synthesis, protein transport, and protein homeostasis (Figure 5). Thus, Sfb treatment produced an important reduction in the expression of practically all genes encoding cytosolic and mitochondrial ribosomal proteins, several subunits of RNA polymerases I and III and ribosome assembly factors of both 40S and 60S ribosomal subunits. 

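Of 83 genes of cytosolic ribosomal proteins, 13 were lower and 1 was higher in HepG2 cells (3 lower and none higher when adjusted over the list alone). With the replicate number as a block, 54 were lower. RPS26 fell from 274 ± 43.8 CPM (SD, n = 3) with vehicle to 125 ± 12 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.14 (standard error 0.13, adjusted p = 6.58e-05 from edgeR's quasi-likelihood test). RPL36AL, a paralog of RPL36A that may share reads with it, fell with a log2 fold change of −0.94 (standard error 0.13, adjusted p = 1.91e-04 from the same test). In this list 76 fold changes were below 0 and 7 above, with a median of −0.28. As a group, these genes fell relative to other genes (adjusted p = 2.28e-04 from camera, adjusted p = 0.709 with an estimated correlation), without a call from fry (adjusted p = 0.199). Another split of the HepG2 libraries gave a smaller adjusted p (3.96e-38 from camera). The 13 lower genes were 4 without vehicle replicate 1, 3 without vehicle replicate 2, 49 without vehicle replicate 3, 3 without Sfb replicate 2 and 4 without Sfb replicate 3.

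Of 82 genes of mitochondrial ribosomal proteins, 42 were lower and 4 higher (42 and 5 when adjusted over the list alone, 50 and 7 with the block; adjusted p = 1.21e-04 from camera, adjusted p = 0.549 with an estimated correlation), and 25 were lower without vehicle replicate 2. MRPS12, which encodes a protein of the small subunit, fell with a log2 fold change of −0.92 (standard error 0.10, adjusted p = 5.85e-05 from edgeR's quasi-likelihood test), and MRPS30, which encodes a protein of the large subunit, rose with a log2 fold change of 0.94 (standard error 0.11, adjusted p = 6.70e-05 from the same test). Of 24 subunits of RNA polymerases I and III, 5 were lower and 7 higher (6 and 7 when adjusted over the list alone). POLR1B, among the latter, rose with a log2 fold change of 0.95 (standard error 0.15, adjusted p = 4.93e-04 from the same test). Of 102 ribosome assembly factors, 19 were lower and 27 higher by either adjustment, and 32 and 38 with the replicate number as a block. MRTO4, which encodes a 60S assembly factor, fell with a log2 fold change of −1.05 (standard error 0.11, adjusted p = 3.38e-05 from the same test). NOB1, which encodes the nuclease that ends 18S rRNA maturation, rose with a log2 fold change of 0.78 (standard error 0.11, adjusted p = 1.94e-04 from the same test). Neither the polymerase list nor the assembly list differed as a group from other genes (adjusted p = 0.937 and 0.914 from camera). By fry, the polymerase list fell on balance, a call that the block ended (adjusted p = 0.0396, and 0.371 with the block), and the assembly list was not called (adjusted p = 0.738). Ribosomal protein genes have short transcripts, and short genes fell more than long ones across the whole table.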

Sfb also reduced the expression of genes encoding different initiation and elongation translation factors and components of the signal recognition particle (SRP)-dependent co-translational protein targeting the ER lumen, including the translocon complex. 

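EIF1, which encodes a factor of start codon selection, rose in HepG2 cells from 448 ± 28.4 CPM (SD, n = 3) with vehicle to 867 ± 71 CPM (SD, n = 3) with Sfb, a log2 fold change of 0.95 (standard error 0.11, adjusted p = 7.98e-05 from edgeR's quasi-likelihood test). EIF2B1, which encodes a subunit of the exchange factor of eIF2, fell with a log2 fold change of −0.43 (standard error 0.09, adjusted p = 0.00326 from the same test). EIF4A2, which encodes an RNA helicase of initiation, rose with a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.00113 from the same test). Of 39 initiation factors, 7 were lower and 8 higher (7 and 7 when adjusted over the list alone). TSFM, which encodes a mitochondrial elongation factor, fell with a log2 fold change of −0.68 (standard error 0.10, adjusted p = 3.79e-04 from the same test), and of 12 elongation factors, 3 were lower and 2 higher by either adjustment. Neither list differed as a group from other genes (adjusted p = 0.976 and 0.686 from camera) or moved on balance (adjusted p = 0.967 and 0.0630 from fry).

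SEC61G, which encodes a subunit of the translocon, fell from 119 ± 20.9 CPM (SD, n = 3) with vehicle to 47.9 ± 3.74 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.31 (standard error 0.13, adjusted p = 3.22e-05 from edgeR's quasi-likelihood test). SPCS3, which encodes a subunit of the signal peptidase, fell with a log2 fold change of −0.87 (standard error 0.10, adjusted p = 7.57e-05 from the same test). SEC63, which encodes a partner of the translocon, rose with a log2 fold change of 0.37 (standard error 0.10, adjusted p = 0.00824 from the same test). Of 27 genes of the SRP and the translocon, 13 were lower and 4 higher, also when adjusted over the list alone (adjusted p = 0.0127 from camera, adjusted p = 0.485 with an estimated correlation).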

Interestingly, Sfb also visibly impacted on the proteasome-dependent protein degradation pathway, as the expression of many genes encoding proteasome regulators and components is also clearly reduced. 

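Of 49 proteasome genes, 27 were lower and 2 higher in HepG2 cells, also when adjusted over the list alone. PSMA5, which encodes a subunit of the 20S core, fell from 188 ± 11.5 CPM (SD, n = 3) with vehicle to 113 ± 7.42 CPM (SD, n = 3) with Sfb, a log2 fold change of −0.73 (standard error 0.10, adjusted p = 1.45e-04 from edgeR's quasi-likelihood test). PSMA3, another subunit of the core, fell with a log2 fold change of −0.79 (standard error 0.13, adjusted p = 5.64e-04 from the same test). In this list 44 fold changes were below 0 and 5 above, with a median of −0.28. The group fell relative to other genes (adjusted p = 7.43e-05 from camera, adjusted p = 0.485 with an estimated correlation). In the fit of all 10 libraries 15 were lower. Their median transcript length was 1579 bases, and short genes fell more than long ones in the table. Another split of the HepG2 libraries gave a smaller adjusted p for the proteasome list (1.005e-05 from camera).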

In agreement with the role of Sfb perturbing protein homeostasis, we and others have demonstrated that Sfb at concentrations achievable in patients, induces ER stress characterized by a concomitant increase in the phosphorylation status of eIF2alpha, reduction in the phosphorylated form of mTOR, and an inhibition of protein synthesis at the initiation phase in HepG2 cells [13,44,45]. 

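Of 41 targets of ATF4 and CHOP, 37 rose with Sfb in HepG2 cells and 1 fell, also when adjusted over the list alone, and 2 fell with the replicate number as a block. The median log2 fold change was 1.41, and the group rose relative to other genes (adjusted p = 1.61e-17 from camera, adjusted p = 0.272 with an estimated correlation). ATF5, which encodes a transcription factor translated under stress, was the 1 that fell, with a log2 fold change of −0.71 (standard error 0.17, adjusted p = 0.00597 from edgeR's quasi-likelihood test). CPEB4 rose from 9.27 ± 1.12 CPM (SD, n = 3) with vehicle to 36 ± 7.39 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.95 (standard error 0.17, adjusted p = 1.37e-05 from the same test). In SNU423 cells, 21 of 43 targets were higher and none was lower (28 and 1 when adjusted over the list alone). Their median was 1.03 (adjusted p = 8.13e-13 from camera, adjusted p = 0.587 with an estimated correlation).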

In agreement, the REACTOME categories of ATF4 activates genes and PERK regulation are among the most prominent upregulated processes upon Sfb treatment and the gene encoding the CPEB4 protein is also upregulated (Figure 3A and Table S2). Herein, we confirm that Sfb also inhibits translation initiation in SNU423 cells, making its effect general through this process (Figure S3). This inhibition is not complete, indeed, the co-administration of eIF4E and eIF4G inhibitors with Sfb enhanced the negative effects of the latter on cell growth, viability and induced more early apoptosis in liver cancer cell lines HepG2 and Huh7 [46]. 

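POMP, which encodes the chaperone that assembles the 20S core of the proteasome, fell in HepG2 cells from 132 ± 5.93 CPM (SD, n = 3) with vehicle to 82.4 ± 2.85 CPM (SD, n = 3) with Sfb, a log2 fold change of −0.68 (standard error 0.09, adjusted p = 1.40e-04 from edgeR's quasi-likelihood test). PSMG4, another assembly chaperone gene, fell with a log2 fold change of −0.78 (standard error 0.12, adjusted p = 3.75e-04 from the same test). PSMD5, which encodes a chaperone of the 19S regulator, rose with a log2 fold change of 0.66 (standard error 0.15, adjusted p = 0.0037 from the same test). PSMF1, which encodes a protein inhibitor of the proteasome, rose with a log2 fold change of 0.29 (standard error 0.10, adjusted p = 0.0325 from the same test), a call that was lost without vehicle replicate 1 or 2 or Sfb replicate 2 or 3. In SNU423 cells, 12 of 49 proteasome genes were lower and none was higher (19 and 1 when adjusted over the list alone). The paper proposes that fewer proteasome transcripts could account for slower growth and apoptosis.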

Regarding proteasome-related degradation pathways, as aforementioned, treatment of HepG2 cells with Sfb causes a reduction in the expression of different genes related to this protein complex, which could also explain the proliferation inhibition and the apoptosis induction that occur in Sfb-treated cells. Consistent with this fact, we also observed an increase in the intracellular amount of ubiquitinated proteins in HepG2 cells, which is comparable to that obtained upon a treatment with proteasome inhibitors such as ALLN or Epoxomicin (J.M.; unpublished results). Interestingly, the combination of Sfb with any of these proteasome inhibitors, Bortezomib or Carfilzomib, exhibits synergistic antitumor activity against HCC, providing a potential therapeutic strategy to improve the clinical outcome of this fatal disease [47,48,49].

### 3.3. Sorafenib Downregulates Mitochondrial Functions, Especially the Oxidative Phosphorylation Pathway

The induction of mitochondrial dysfunction and metabolic reprogramming are key events during Sfb-induced cytotoxicity in liver cancer cells (e.g., [50]). Recent data demonstrate that Sfb indeed impairs different mitochondrial functions, among them the oxidative phosphorylation pathway, in HCC cell lines [51,52,53]. All these dysfunctions are related to the impairment of complexes I, III and V in the electronic respiratory chain and mitochondrial membrane depolarization [50,52,54]. Simultaneously, Sfb stimulates glucose uptake consumption and aerobic glycolysis in glucose-grown cells and increases the amount of mitochondrial reactive oxygen species (ROS) [52]. Damaged mitochondria also burst and release cytochrome c in the cytoplasm, which eventually helps with the cell death process either by apoptosis or necrosis observed in Sfb-treated cells [55,56]. Interestingly, in our analysis we found downregulated expression for a large number of genes encoding subunits of the respiratory complex I (NADH:ubiquinone oxidoreductase), as well as for a selection of genes encoding subunits of the respiratory complexes II or IV, the pyruvate dehydrogenase or enzymes from the Krebs cycle (Figure 6A). 

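Of 37 nuclear-encoded subunits of complex I, 18 were lower and 2 higher in HepG2 cells, also when adjusted over the list alone (25 and 4 with the replicate number as a block). NDUFB3, which encodes an accessory subunit, fell from 117 ± 11.4 CPM (SD, n = 3) with vehicle to 50.4 ± 2.12 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.21 (standard error 0.10, adjusted p = 1.11e-05 from edgeR's quasi-likelihood test). NDUFA1 and NDUFA8, other accessory subunits, fell with log2 fold changes of −0.81 and −0.76 (standard errors 0.12 and 0.11, adjusted p = 3.80e-04 and 3.03e-04 from the same test). NDUFS1, which encodes the largest core subunit, rose with a log2 fold change of 0.36 (standard error 0.09, adjusted p = 0.00839 from the same test), and NDUFS4, an accessory subunit, with a log2 fold change of 0.42 (standard error 0.11, adjusted p = 0.01 from the same test). In this list 30 fold changes were below 0 and 7 above, and the group fell relative to other genes (adjusted p = 6.19e-04 from camera, adjusted p = 0.581 with an estimated correlation). Another split of the HepG2 libraries gave a smaller adjusted p (3.49e-10 from camera). By fry the list was not called, but it was with the block (adjusted p = 0.0576, and 0.0237 with the block). TIMMDC1, which encodes an assembly factor of complex I, fell with a log2 fold change of −0.85 (standard error 0.10, adjusted p = 5.81e-05 from the same test). Of 16 such factors, 5 were lower and none was higher by either adjustment, and 8 were lower and 1 was higher with the block.

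SDHAF2, which encodes an assembly factor of complex II, fell with a log2 fold change of −0.69 (standard error 0.09, adjusted p = 1.77e-04 from edgeR's quasi-likelihood test), and 3 of 8 genes of complex II were lower. COX7B, which encodes a subunit of complex IV, fell with a log2 fold change of −0.92 (standard error 0.15, adjusted p = 6.24e-04 from the same test), and 8 of 12 subunits were lower (adjusted p = 0.00851 from camera, adjusted p = 0.581 with an estimated correlation), and 5 were lower without vehicle replicate 1 or 2 or Sfb replicate 2 or 3. No gene of either complex was higher, and the counts were the same when adjusted over the list alone. As a group, complex II did not differ from other genes (adjusted p = 0.167 from camera) but fell on balance (adjusted p = 0.0101 from fry), and complex IV was not called by fry (adjusted p = 0.0706). Of 17 Krebs cycle genes, 4 were higher and 1 lower (1 and 1 when adjusted over the list alone), and the list did not differ as a group from other genes (adjusted p = 0.51 from camera). By fry it rose on balance, a call that the replicate block ended (adjusted p = 0.0417, and 0.117 with the block). Of 13 mRNAs encoded in mitochondrial DNA, 1 was higher and 1 lower, and none was called when adjusted over the list alone. With the block 2 were lower and none was higher. The share of counts from mitochondrial DNA was 0.54% to 1.12% in the vehicle and 1.62% to 1.96% in the Sfb libraries. The nuclear-encoded subunits of complex I have short transcripts, with a median of 885 bases, and short genes fell more than long ones in these libraries.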

As a possible feedback regulation, genes related to the transcriptional activation of mitochondrial metabolism are upregulated in parallel (Figure 3A). 

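Of 40 transcriptional activators of mitochondrial biogenesis, 20 were higher and 5 lower in HepG2 cells (21 and 5 when adjusted over the list alone). CRTC3, which encodes a coactivator of CREB, rose from 6.87 ± 0.268 CPM (SD, n = 3) with vehicle to 25.7 ± 1.22 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.91 (standard error 0.13, adjusted p = 2.74e-06 from edgeR's quasi-likelihood test). CREBBP, which encodes an acetyltransferase that acts with CREB, rose with a log2 fold change of 1.18 (standard error 0.10, adjusted p = 9.61e-06 from the same test). TFB2M, which encodes a factor that mitochondrial transcription needs, fell with a log2 fold change of −0.67 (standard error 0.12, adjusted p = 0.0012 from the same test). SIRT5, which encodes a mitochondrial deacylase, fell with a log2 fold change of −0.82 (standard error 0.12, adjusted p = 2.15e-04 from the same test). The group rose relative to other genes (adjusted p = 0.00196 from camera, adjusted p = 0.272 with an estimated correlation).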

To validate these results, we determined the protein levels of different subunits of complex I of the mitochondrial respiratory chain by Western blotting. As shown in Figure 6B, a moderate but significant reduction in the levels of these proteins compared to those of the housekeeping GAPDH control was detected in extracts of HepG2 cells treated with Sfb for 12 h. Thus, Sfb impairs oxidative phosphorylation by different means, among them by downregulation of several genes encoding components of the respiratory complexes. 

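ATP5MC1, which encodes a subunit of the membrane ring of ATP synthase, fell in HepG2 cells from 103 ± 12.5 CPM (SD, n = 3) with vehicle to 49.9 ± 2.99 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.04 (standard error 0.11, adjusted p = 4.72e-05 from edgeR's quasi-likelihood test). ATP5MD, which encodes an accessory subunit, fell with a log2 fold change of −1.04 (standard error 0.15, adjusted p = 3.34e-04 from the same test). Of 18 ATP synthase genes, 13 were lower and none was higher (14 lower when adjusted over the list alone), with a median log2 fold change of −0.57 (adjusted p = 3.08e-04 from camera, adjusted p = 0.495 with an estimated correlation). UQCRH and UQCR11, which encode small subunits of complex III, fell with log2 fold changes of −0.53 and −0.83 (standard errors 0.10 and 0.15, adjusted p = 0.00147 and 0.0015 from the same test). CYC1, which encodes cytochrome c1, rose with a log2 fold change of 0.36 (standard error 0.11, adjusted p = 0.0216 from the same test), a call that was lost without vehicle replicate 1 or Sfb replicate 2 or 3. Of 9 complex III genes, 4 were lower and 1 was higher by either adjustment, and the list did not differ as a group from other genes (adjusted p = 0.167 from camera) but fell on balance (adjusted p = 0.0417 from fry). The ATP synthase genes have short transcripts, and short genes fell more than long ones. For their list another split of the HepG2 libraries gave a smaller adjusted p (1.96e-06 from camera).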

Clearly, this downregulation of the simultaneous expression of most components of distinct respiratory complexes must be coordinated by the same regulatory factor(s) to properly control their stoichiometry. 

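PDHB, which encodes the beta subunit of pyruvate dehydrogenase, fell in HepG2 cells from 108 ± 6.57 CPM (SD, n = 3) with vehicle to 85.1 ± 7.09 CPM (SD, n = 3) with Sfb, a log2 fold change of −0.34 (standard error 0.10, adjusted p = 0.0161 from edgeR's quasi-likelihood test), a call that was lost without vehicle replicate 2 or Sfb replicate 2. PDHX, which encodes the protein that binds the dihydrolipoyl dehydrogenase to the complex, rose with a log2 fold change of 0.44 (standard error 0.09, adjusted p = 0.00215 from the same test). PDK3, which encodes a kinase that inactivates the enzyme, fell with a log2 fold change of −0.87 (standard error 0.15, adjusted p = 8.37e-04 from the same test). MPC1, which encodes a subunit of the pyruvate carrier, fell with a log2 fold change of −0.48 (standard error 0.13, adjusted p = 0.0129 from the same test), and was lost without vehicle replicate 1 or Sfb replicate 2. Of 13 genes of the complex and its regulators, 3 were lower and 2 higher, also when adjusted over the list alone, and the list did not differ as a group from other genes (adjusted p = 0.734 from camera) or move on balance (adjusted p = 0.146 from fry).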

In keeping with the fact that Sfb reprograms the glucose metabolism, we also found downregulation of pyruvate dehydrogenase, an enzyme that links aerobic glycolysis to the TCA cycle and respiration (Figure 6A). In agreement with these results, it has clearly been reported that glucose withdrawal or the use of 2-deoxy-glucose, a glycolysis inhibitor, dramatically increase the Sfb toxicity of different cancer cell lines [52], the employment of Sfb in combination with a glycolysis blockade being another possibility for targeted anticancer therapy against HCC (see [57] and references therein).

### 3.4. Lipid Metabolism in Sorafenib-Treated Hepg2 Cells

It has been described that Sfb treatment disrupts lipogenesis as it reduces the expression of key lipogenic enzymes involved either in fatty acid synthesis or desaturation, including SCD1, FADS1 or FADS2 (e.g., [58]). Interestingly, selective inhibition of these enzymes has potential anticancer activity and drugs inhibiting the lipogenic process, such as Betulin or the A939572 inhibitor of SCD1, synergistically facilitate the antitumor effect of Sfb on HCC cells and/or xenograft tumors [58,59]. 

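CYP4F3, which encodes a cytochrome P450 that hydroxylates long-chain fatty acids, rose in HepG2 cells from 13.4 ± 4.61 CPM (SD, n = 3) with vehicle to 50 ± 5.74 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.93 (standard error 0.23, adjusted p = 1.76e-04 from edgeR's quasi-likelihood test). CYP4F11 and CYP4F12, its paralogs that may share reads with it, rose with log2 fold changes of 1.20 and 1.22 (standard errors 0.18 and 0.26, adjusted p = 2.90e-04 and 0.00508 from the same test). CYP2U1, which encodes another fatty acid hydroxylase, fell with a log2 fold change of −1.33 (standard error 0.32, adjusted p = 0.00568 from the same test). Of 8 genes of such enzymes, 4 were higher and 1 lower. ACSL1, which encodes an acyl-CoA synthetase, rose with a log2 fold change of 1.27 (standard error 0.14, adjusted p = 5.83e-05 from the same test). CPT2, which encodes the carnitine transferase of the inner mitochondrial membrane, fell with a log2 fold change of −1.19 (standard error 0.15, adjusted p = 9.55e-05 from the same test). Of 34 genes of fatty acid oxidation, 7 were higher and 7 lower. Both pairs of counts were the same when adjusted over the list alone, and neither list differed as a group from other genes (adjusted p = 0.212 and 0.806 from camera). The hydroxylases rose on balance, and the oxidation genes were not called (adjusted p = 0.0196 and 0.927 from fry).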

In our analysis, we confirmed that the Sfb treatment is associated with an upregulation of a large number of genes related to fatty acid catabolism, including different isoforms of the cytochrome P450 enzymes involved in the degradation of long-chain fatty acids [60]. Downregulation of lipogenic enzymes and fatty acid oxidation are related to AMPK activation and downregulation of the mTOR pathway [61], both mechanisms being observed in our conditions (e.g., [13]). Moreover, genes related to cholesterol biosynthesis, regulation of this pathway by SREBP and metabolism of steroids are clearly found among the genes whose expression is downregulated upon Sfb treatment (Figure 3B). These include, in HepG2 cells, genes for practically all key enzymes involved in cholesterol biosynthesis including HMGCR, MVK, PMVK, MVD, IDI1, FDPS, FDFT1, SQLE, LSS, SC5D and DHCR7 (Tables S1 and S2 and Figure S4). 

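STARD4, which encodes a sterol transfer protein, fell in HepG2 cells from 36.4 ± 1.13 CPM (SD, n = 3) with vehicle to 15.5 ± 1.71 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.24 (standard error 0.12, adjusted p = 2.07e-05 from edgeR's quasi-likelihood test). SCAP, which encodes the escort protein of SREBP, rose with a log2 fold change of 0.51 (standard error 0.09, adjusted p = 0.00105 from the same test). ABCA1, which encodes a cholesterol exporter, rose with a log2 fold change of 0.84 (standard error 0.15, adjusted p = 0.00112 from the same test). Of 12 genes of SREBP2 regulation and uptake, 4 were lower and 3 higher, and the list did not differ as a group from other genes (adjusted p = 0.319 from camera). By fry it fell on balance, a call that the replicate block ended (adjusted p = 0.0432, and 0.0537 with the block). The desaturase genes SCD, FADS1 and FADS2 fell with log2 fold changes of −1.17, −1.13 and −1.27 (standard errors 0.15, 0.13 and 0.11, adjusted p = 1.15e-04, 5.81e-05 and 1.53e-05 from edgeR's quasi-likelihood test), and of 16 lipogenic enzymes 5 were lower and 2 higher (adjusted p = 0.212 from camera, adjusted p = 0.0191 from fry). These counts were the same when adjusted over the list alone. In SNU423 cells, 13 of 23 cholesterol genes were lower and none was higher (16 lower when adjusted over the list alone). MVD, which encodes mevalonate diphosphate decarboxylase, fell there with a log2 fold change of −1.99 (standard error 0.24, adjusted p = 0.00845 from edgeR's quasi-likelihood test).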

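IDI1 fell in HepG2 cells from 227 ± 24.3 CPM (SD, n = 3) with vehicle to 40.4 ± 5.66 CPM (SD, n = 3) with Sfb, a log2 fold change of −2.49 (standard error 0.13, adjusted p = 5.76e-07 from edgeR's quasi-likelihood test). SQLE, which encodes squalene epoxidase, fell from 238 ± 24.3 CPM (SD, n = 3) with vehicle to 66.9 ± 7.74 CPM (SD, n = 3) with Sfb, a log2 fold change of −1.83 (standard error 0.12, adjusted p = 2.39e-06 from the same test). MVK and MVD, of the mevalonate branch, fell with log2 fold changes of −1.49 and −1.63 (standard errors 0.13 and 0.13, adjusted p = 1.25e-05 and 7.71e-06 from the same test). FDPS and FDFT1, which encode the enzymes that lead to squalene, fell with log2 fold changes of −1.21 and −1.35 (standard errors 0.10 and 0.11, adjusted p = 7.35e-06 and 6.88e-06 from the same test). LSS, SC5D and DHCR7, of the sterol branch, fell with log2 fold changes of −1.04, −0.90 and −1.04 (standard errors 0.10, 0.11 and 0.13, adjusted p = 2.89e-05, 8.57e-05 and 9.43e-05 from the same test). PMVK, which encodes phosphomevalonate kinase, fell with a log2 fold change of −0.53 (standard error 0.14, adjusted p = 0.00919 from the same test), a call that was lost in the fit of all 10 libraries. These are genes that the paper names, which is not independent evidence. Of a textbook list of 23 genes of this pathway, which holds them, 22 were lower and none was higher, also when adjusted over the list alone.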

Cholesterol synthesis has an important function supporting the growth of HCC lesions, as its upregulation is a molecular feature of aggressiveness, thus, a negative prognostic marker [62]. Testing co-administration of Sfb with cholesterol synthesis inhibitors could represent rational strategies for HCC therapy and/or even prevention.

On the other hand, our results show that Sfb upregulates the synthesis of phosphoinositol phosphates (Figure 3A), which are membrane lipids that play crucial roles in a wide range of different cellular processes, acting as second messengers in a variety of signal transduction pathways [63]. This alteration might be related to the metabolic reprogramming in lipid metabolism and carbohydrate metabolism.

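Of 49 phosphoinositide kinases and phosphatases, 26 were higher and 5 lower in HepG2 cells (27 and 5 when adjusted over the list alone). MTMR3, which encodes a 3-phosphatase, rose from 16.9 ± 2.22 CPM (SD, n = 3) with vehicle to 48.2 ± 9.64 CPM (SD, n = 3) with Sfb, a log2 fold change of 1.51 (standard error 0.16, adjusted p = 4.02e-05 from edgeR's quasi-likelihood test). OCRL, which encodes a 5-phosphatase, and PIP5K1A, which encodes a kinase that makes PI(4,5)P2, rose with log2 fold changes of 1.22 and 0.96 (standard errors 0.13 and 0.11, adjusted p = 3.92e-05 and 7.05e-05 from the same test). PIK3R3, which encodes a regulatory subunit of PI3-kinase, fell with a log2 fold change of −2.11 (standard error 0.32, adjusted p = 3.84e-04 from the same test). As a group, these genes rose relative to other genes (adjusted p = 3.08e-04 from camera, adjusted p = 0.495 with an estimated correlation). In SNU423 cells, 7 of 49 were higher and none was lower (8 higher when adjusted over the list alone). The list holds enzymes of both synthesis and breakdown, so its count does not give the direction of synthesis.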

### 3.5. Upregulation of the Circadian Clock in Sorafenib-Treated Hepg2 Cells

It is known that the circadian clock regulates key aspects of cell growth and survival in multiple ways, including cell cycle, senescence and metabolism (e.g., [64,65]). Liver cells have their own internal clock to temporally regulate metabolism and several genes with crucial roles in metabolic processes exhibit a circadian expression pattern [66]. Indeed, several metabolic pathways have been described as primary transcriptional targets of the hepatic clock including mitochondrial functions in respiration, protein synthesis, glucose metabolism and apoptosis, glycolysis and cholesterol metabolism [67]. 

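NR1D1, which encodes the clock repressor REV-ERBalpha, rose in HepG2 cells from 6.67 ± 1.05 CPM (SD, n = 3) with vehicle to 69.8 ± 5.01 CPM (SD, n = 3) with Sfb, a log2 fold change of 3.37 (standard error 0.14, adjusted p = 2.01e-07 from edgeR's quasi-likelihood test). NR1D2, its paralog, NFIL3, which encodes a repressor of clock output genes, and PER2, which encodes a repressor of the core loop, rose with log2 fold changes of 1.89, 1.86 and 1.90 (standard errors 0.14, 0.13 and 0.17, adjusted p = 4.44e-06, 3.57e-06 and 1.35e-05 from the same test). Of 27 circadian clock genes, 18 were higher and 1 lower, also when adjusted over the list alone, with a median log2 fold change of 0.75 (adjusted p = 1.38e-05 from camera, adjusted p = 0.272 with an estimated correlation). In SNU423 cells, 9 of 24 were higher and none was lower (11 higher when adjusted over the list alone; adjusted p = 1.59e-06 from camera, adjusted p = 0.618 with an estimated correlation). BHLHE40, which encodes a repressor of the core loop, rose there from 11.4 ± 0.0266 CPM (SD, n = 2) with vehicle to 77.9 ± 37.3 CPM (SD, n = 2) with Sfb, a log2 fold change of 2.78 (standard error 0.35, adjusted p = 0.00919 from edgeR's quasi-likelihood test). All cells were harvested at a single time, so a change of level and a shift of phase are not told apart.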

In our study, the circadian clock was identified as the REACTOME category most significantly upregulated upon Sfb treatment, thus, suggesting that the misregulation found for other biological processes, especially UPR, metabolism and mitochondrial disfunctions, could be the consequence of the interference caused by Sfb to this regulatory circuit [68]. Further studies are required to challenge the circadian clock as an opportunity for HCC treatment.

### 3.6. Sorafenib at the Global Transcriptomic Level

Both HepG2 and SNU423 are epithelial liver cancer cell lines despite the well or moderate differentiation they respectively display; as such, both cell lines have high levels of E-cadherin but not increased levels of vimentin [69,70]. Recently, we have found significant differences in the antiproliferative and proapoptotic effectiveness of different drugs, including Sfb, in monolayer and spheroid cell cultures of SNU423 versus HepG2 cells [16]. To understand these differences, we compared our RNA-Seq data to identify pathways that are significantly dissimilar in HepG2 and SNU423 cell lines treated with Sfb. Thus, we selected the gene categories that expressed in the opposite way in both cell lines. Figure S5 shows those biological processes that are upregulated in HepG2 while downregulated in SNU423 and vice versa. 

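In the fit of all 10 libraries, camera compared the response of SNU423 with that of HepG2 cells for 59 lists. ERK pathway output genes, which the ERK kinases turn on, responded more negatively in SNU423 cells (adjusted p = 3.44e-13 from camera, adjusted p = 0.225 with an estimated correlation). Of 19 such genes, 9 had a lower response in SNU423 cells and none a higher one. DUSP6, which encodes a phosphatase of ERK, fell with a log2 fold change of −1.09 in HepG2 and −4.66 in SNU423 cells in that fit. No list was called by camera in opposite directions in the 2 lines.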

From this analysis, it can be concluded that, in agreement with what we previously deduced from Figure 1B, there are no categories showing statistical significance in the GSEA that behave in opposite directions in both cell lines. Thus, we could not find any category with a high normalized enrichment score (NES ≥ 0.9 or NES ≤ −0.9) filtering by a false discovery rate of less than 0.3. 

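Ribosome assembly factors had a more negative response in SNU423 cells (adjusted p = 1.67e-07 from camera, adjusted p = 0.978 with an estimated correlation), and so did nuclear-encoded subunits of complex I (adjusted p = 2.50e-06 from camera, adjusted p = 0.978 with an estimated correlation). Only 1 of 102 assembly factors and 0 of 37 subunits passed on their own, and fry called neither list (adjusted p = 0.381 for each from fry). Targets of ATF4 and CHOP had a smaller rise in SNU423 cells (adjusted p = 5.81e-06 from camera, adjusted p = 0.485 with an estimated correlation), and 8 of 43 such genes passed on their own. No list kept its call with an estimated correlation.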

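WASL, which encodes the actin nucleation factor N-WASP, rose in HepG2 cells from 34.3 ± 0.972 CPM (SD, n = 3) with vehicle to 67.4 ± 2.72 CPM (SD, n = 3) with Sfb, a log2 fold change of 0.97 (standard error 0.10, adjusted p = 2.50e-05 from edgeR's quasi-likelihood test). PPP1R12A, which encodes the subunit that directs phosphatase 1 to myosin, rose with a log2 fold change of 0.92 (standard error 0.11, adjusted p = 7.02e-05 from the same test). DAAM1, which encodes a formin, rose with a log2 fold change of 0.81 (standard error 0.12, adjusted p = 3.06e-04 from the same test), and WASF1, which encodes a protein of the WAVE complex, fell with a log2 fold change of −0.83 (standard error 0.12, adjusted p = 2.61e-04 from the same test). In SNU423 cells, WASL rose with a log2 fold change of 1.41 (standard error 0.24, adjusted p = 0.0176 from edgeR's quasi-likelihood test), a call that was lost without vehicle replicate 1.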

In any case, we remark the category “Rho GTPase effectors”, which is particularly upregulated in HepG2 cells while not meaningfully represented as downregulated in SNU423 cells. Rho-GTPases are a family of small signaling G proteins, whose multiple effectors are involved in a wide range of cellular processes, among them cytoskeletal dynamics for cell polarity and migration, thus, targeting Rho GTPases has become of interest to prevent cancer metastasis [71].

## 4. Conclusions

HCC is one of the deadliest human cancers. Sfb, an oral multikinase inhibitor, has been considered the standard care for patients with advanced unresectable HCC [2]. However, Sfb has only a very modest curative effect and its administration has been associated to severe adverse side effects. Moreover, a large proportion of patients develop resistance to the treatment [57]. Thus, it is challenging to develop new and effective therapies for HCC. Meanwhile, there is an obligation to discover novel ways to improve the efficacy of the Sfb treatments as a combination with other drugs that both increase its efficacy and lessen its adverse side effects.

To deepen understanding on the cellular response to Sfb, we studied its effects at a clinical reliable dosage on the global gene expression in two different model HB and HCC cell lines, HepG2 and SNU423, respectively, using RNA-Seq. This study complements those previously obtained using DNA microarray technology or available as a global GEO dataset in the literature (e.g., https://livercenter.pitt.edu/omics-data-liver-diseases; last accessed 3 February 2022). We identified DEGs in two different liver cancer cell lines. HepG2 in contrast to SNU423 cells harbord a wild-type version of p53, although this fact has not been reflected in significant differences in increasing cell proliferation or inducing apoptosis of the former versus the latter cell line [16]. 

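Between the vehicle-treated lines, 5225 genes were higher in SNU423 and 4636 higher in HepG2 cells, 9861 of the 17015 genes tested in the fit of all 10 libraries. GSTP1, which encodes a glutathione transferase, had 0.454 CPM in HepG2 and 3294 CPM in SNU423 cells, a log2 difference of 12.66 (standard error 0.30, adjusted p = 1.12e-11 from edgeR's quasi-likelihood test). NQO1, which encodes a quinone reductase, had 659 CPM in HepG2 and 1.43 CPM in SNU423 cells, a log2 difference of −8.84 (standard error 0.24, adjusted p = 1.88e-11 from the same test). PEG3, an imprinted gene of a zinc finger protein, was higher in HepG2 cells, with a log2 difference of −9.57 (standard error 0.25, adjusted p = 1.60e-11 from the same test). COL5A2, a collagen gene, was higher in SNU423 cells, with a log2 difference of 7.69 (standard error 0.22, adjusted p = 2.31e-11 from the same test). Of 26 targets of p53, 21 were lower and 2 higher in SNU423 than in HepG2 cells.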

Our data indicate that despite their differences in gene expression and cell dedifferentiation staging, both cell lines respond quite similarly to Sfb treatment. Thus, our analysis reveals DEGs involved in multiple biological pathways and molecular functions. Among these, we found fundamental processes such as cell cycle, DNA repair, carbohydrate and lipid metabolism, respiration and mitochondrial function, translation and the integrated stress-response, which were consistent with previous studies [10,13,54,72,73]. Some of these pathways or genes, such as the integrated stress response or autophagy, are indeed dysregulated as a way to counterbalance the cytotoxic effect of Sfb, some of which upon reactivation lead to resistances in patients treated with Sfb in monotherapy [57]. Thus, synergistic combinations of Sfb with other anticancer drugs are imperative to still use Sfb as a therapeutic strategy. Different possibilities have already been reported, unfortunately, most of them showing a very modest, if any, improved outcome [74]. Thus, drugs such as Dasatinib, Dantrolene, Trametinig, Trilostane, Copanlisib, and even Imatinib, which interfere in PI3K/AKT or ERK/MAPK have been used to enhance the action of Sfb or circumvent the Sfb-resistance (e.g., [75,76]). In turn, the combined used of Sfb with drugs such as AG-1024, Apigenin, Pristimerin or Capsaicin have been used to synergistically induce intrinsic apoptosis (e.g., [77,78]). According to our results, fundamental processes such as translation, proteasome-dependent protein degradation, cholesterol biosynthesis or RNA synthesis have promising potential to be used as targets in order to increase the efficacy of Sfb against liver cancer cells.

Few insignificant alterations in the gene expression patterns were identified as specific for HepG2 versus SNU423 cells. 

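Among the genes whose response to Sfb differed between the lines, SIGIRR, which encodes an inhibitory receptor of the interleukin-1 family, had a log2 fold change of 2.06 in HepG2 and −0.83 in SNU423 cells, a log2 difference of −2.90 (standard error 0.28, adjusted p = 6.83e-04 from edgeR's quasi-likelihood test). TACC1, which encodes a centrosomal protein, had 0.99 in HepG2 and −1.05 in SNU423 cells, a log2 difference of −2.04 (standard error 0.20, adjusted p = 6.83e-04 from the same test). THBS1, which encodes thrombospondin 1, had 1.73 in HepG2 and −0.24 in SNU423 cells, a log2 difference of −1.96 (standard error 0.25, adjusted p = 0.0032 from the same test). UAP1L1, which encodes an enzyme of nucleotide sugar synthesis, had 0.86 in HepG2 and 2.75 in SNU423 cells, a log2 difference of 1.89 (standard error 0.22, adjusted p = 0.00207 from the same test). TGFBR3, which encodes a co-receptor of TGF-beta, had −1.66 in HepG2 and 0.39 in SNU423 cells, a log2 difference of 2.05 (standard error 0.24, adjusted p = 0.00207 from the same test). The SNU423 changes of THBS1 and TGFBR3 did not pass on their own in that fit (adjusted p = 0.403 and 0.156 from the same test). The number of genes whose response differed was 119, 82 and 124 without HepG2 vehicle replicates 1, 2 and 3, and 166, 85 and 170 without HepG2 Sfb replicates 1, 2 and 3.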

In our conditions, Sfb has an overall unified response, despite the fact that SNU423 are mildly more resistant to the proapoptotic and antiproliferative properties of Sfb than HepG2 cells [16].

In summary, the present study provides differential gene expression changes in an HB and an HCC cell line treated with Sfb. We not only validated previously reported findings, but also identified novel issues in terms of the basis for further research for novel therapeutic perspectives. Data presented herein will allow to enlighten previously unconnected molecular mechanisms induced by Sfb in liver cancer cells.

## Figures and Tables

**Figure 1:**
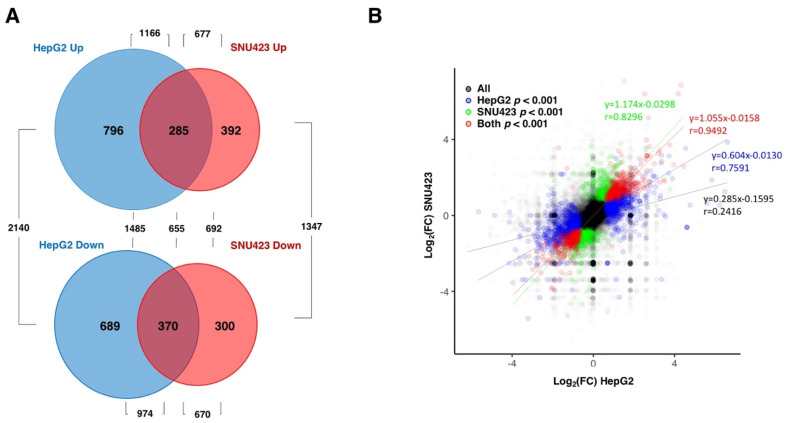
Differentially expressed genes (more than two-fold) in HepG2 and SNU423 cells upon Sfb treatment (10 µM, 12 h) detected using RNA-Seq. (**A**) Venn diagram depicting the unique and shared upregulated and downregulated genes upon treatment. The *p*-value cut-off was of 0.001. (**B**) A correlation analysis showing the relation between the RNA-Seq data of the HepG2 versus SNU423 cells upon the Sfb treatment. The regression lines for all genes, and those with *p*-values lower than 0.001 for HepG2, SNU423 or both cell lines are shown with the corresponding linear regression equations and Pearson coefficients.

**Figure 2:**
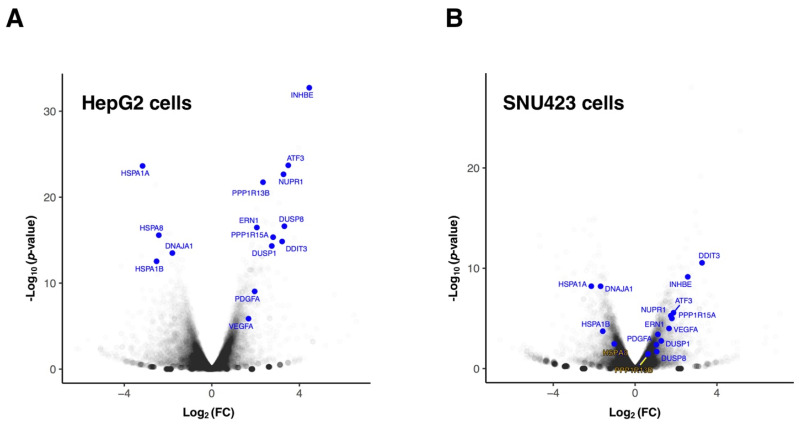
Differentially expressed genes in HepG2 (**A**) and SNU423 (**B**) cells upon Sorafenib treatment (10 µM, 12 h) detected using RNA-seq. The Volcano plot illustrates selected transcripts that show significant misregulation. The *p*-values are plotted in a −log_10_ format as y-values and fold change of the mRNAs are plotted in a log_2_ format as x-values. Representative transcripts that showed significant differential expression are indicated (blue). The rest of genes are shown in grey; density of genes is represented by a darker grey intensity.

**Figure 3:**
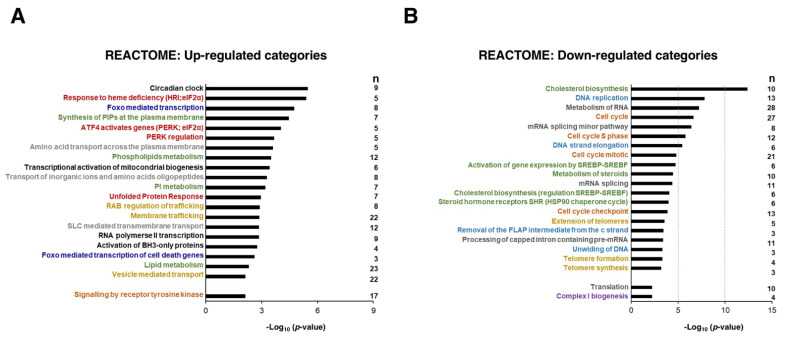
Overrepresentation analysis (ORA) of commonly upregulated (**A**) and downregulated (**B**) genes in both HepG2 and SNU423 cells treated with Sorafenib (10 µM, 12 h) using the REACTOME database. The 20 categories with better *p*-values as well as a few selected ones (e.g., signaling by receptor tyrosine kinase, translation, complex I biogenesis) are shown. The categories of related biological processes are labeled in the same color. The number of genes with *p*-value < 0.001 in the different categories (*n*) is depicted. The *p*-values were −log_10_ transformed.

**Figure 4:**
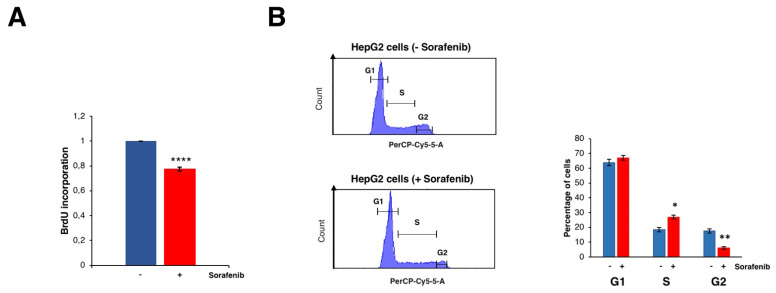
Effects of Sorafenib on cell proliferation and cell cycle. (**A**) BrdU incorporation assay on HepG2 cells treated or not with 10 µM Sorafenib. Results are expressed as the mean ± S.D. of three independent experiments. Statistical significance was analyzed using Student’s test (**** *p* < 0.0001). (**B**) Cell cycle profiles obtained by FACS of HepG2 cells treated or not with 10 µM Sorafenib. For measuring DNA content, cells were stained with propidium iodide. G1, S and G2/M phases are indicated. The percentage of cells at the different phases are shown in the histogram. Results are expressed as the mean ± S.D. values of three independent experiments. Statistical significance was analyzed using Student’s test (* *p* < 0.05; ** *p* < 0.01).

**Figure 5:**
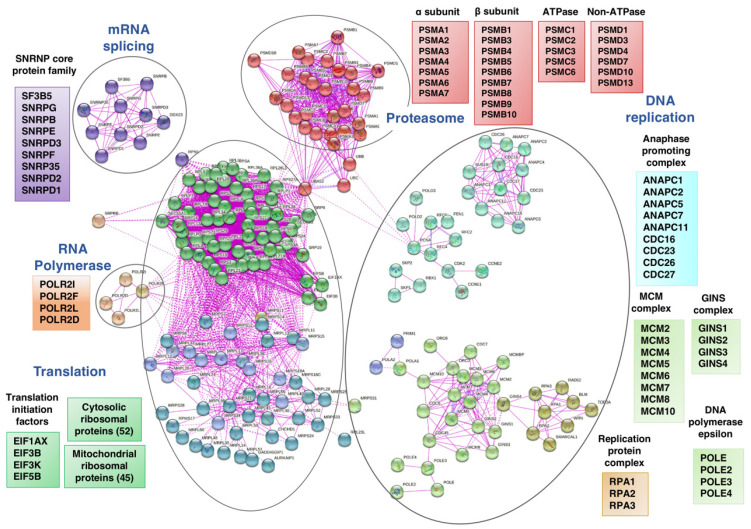
Network analysis of selected REACTOME categories of proteins corresponding to downregulated genes in HepG2 cells treated with Sorafenib (10 µM, 12 h). The analysis was undertaken using the STRING-db protein-protein interaction database (htps:/string-db.org; last accessed 3 February 2022), that relies on experimentally derived structural evidence and an interaction score ≥0.7 (highly confident entries) was used.

**Figure 6:**
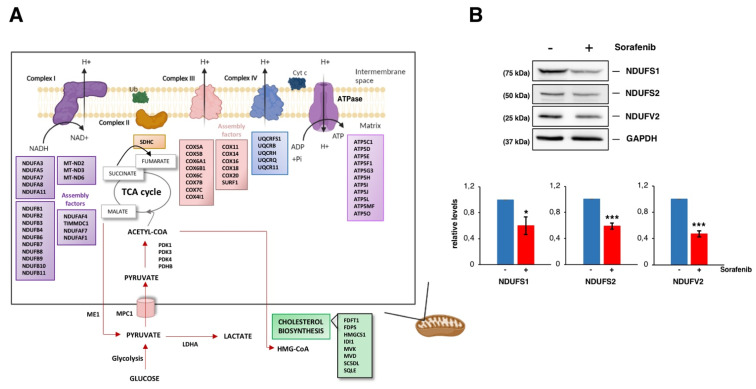
Sorafenib targets mitochondrial functions. (**A**) Cartoon showing mitochondrial-related proteins whose genes are downregulated upon Sorafenib treatment (10 µM, 12 h) in HepG2 cells. Those for genes downregulated in the cholesterol biosynthesis are also depicted. (**B**) Steady-state levels of three different core subunits of the mitochondrial membrane respiratory chain NADH dehydrogenase (Complex I) from HepG2 cells treated or not with Sorafenib (10 µM, 12 h) analyzed by Western blot with specific antibodies. The histograms show the relative expression levels of the different proteins as mean ± S.D. values of three independent experiments replicated twice. Statistical significances were analyzed by Student’s test (* *p* < 0.05; *** *p* < 0.001). The uncropped blots are shown in Figure S6.

## Data Availability

The data presented in this study are available in this article (and in the Supplementary Materials).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers14051204/s1, Table S1: List of DEGs in Sfb-treated HepG2 and SNU423 cells, Table S2: List of DEGs with log_2_(FC) higher than 1.5 or lower than −1.5 in Sfb-treated HepG2 and SNU423 cells, Table S3: List of pathways activated or inhibited upon a Sfb treatment in HepG2 cells; Figure S1: Quantitative RT-PCR validation of RNA-seq data for HepG2 cells, Figure S2: Quantitative RT-PCR validation of RNA-seq data for SNU423 cells, Figure S3: Sorafenib lead to translation inhibition in HCC cells, Figure S4: Cholesterol biosynthesis pathway in humans, Figure S5: Categories with opposite NES values in HepG2 and SNU423 cell lines, Figure S6: Uncropped Western Blots.

How the deposited data were processed for this re-analysis (not part of the article)

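The data are RNA-seq counts from HepG2 and SNU423 cells treated with vehicle or with 10 µM Sfb for 12 h, with 3 libraries per condition in HepG2 and 2 per condition in SNU423 cells. The processing notes of the submitters name FastQC 0.11.7, cutadapt 1.15, HISAT2 2.1.0, the GRCh38 build and edgeR, for which they give no version. The methods of the paper name FASTQ Toolkit and BaseSpace Onsite. Which of these produced the counts, and the program that counted the reads, are not given in the sources used here. The values are whole-number counts of reads per gene symbol, not normalized, in 57353 rows for 10 libraries, and every library was used. Of the rows, 56389 (98.3%) matched a symbol of the annotation. The names of 17 rows read as dates, which is what a spreadsheet makes of some gene symbols. They hold 0.105% to 0.178% of the counts of a library and were kept in the tests but not named.

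Total counts per library were 9650137 to 15909033. The 10 genes with most counts took 5.51% to 7.6% of a library. Counts from mitochondrial DNA made up 0.467% to 1.12% of the vehicle libraries and 1.28% to 1.96% of the Sfb libraries over both lines. No pair of libraries of a group was a copy of another, since the differences between replicates were at least 10.6 times those of counting alone (chi-square per degree of freedom).

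Tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each line, genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and Sfb was compared with vehicle by edgeR's quasi-likelihood test with robust estimation. p-values were adjusted by the method of Benjamini and Hochberg over all genes tested, with a threshold of 0.05, and the unadjusted threshold of 0.001 of the paper was used beside it. The difference in response between the lines and the difference between the vehicle-treated lines came from 1 fit of the 4 groups of libraries. Principal components were computed on log2 CPM with a prior count of 2. Correlations of fold changes between lines are across genes.

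There were 60 textbook gene lists and 11 lists of genes that the paper names. The members of each list that passed were counted, over all genes tested and adjusted over the list alone. For 59 textbook lists, camera tested whether the members moved relative to other genes, with a preset correlation of 0.01 and with an estimated correlation, and fry tested whether they moved in 1 direction on balance. With an estimated correlation camera uses only the residual degrees of freedom of the fit, so a call lost there can reflect the few libraries. Lists of genes chosen by the paper had counts only. Over-representation among genes changed in both lines used a one-sided Fisher's exact test against the genes tested in both lines. The REACTOME sets were not used here, so the enrichment analyses of the paper were not repeated.

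The genes given by name followed a rule. They are the 10 largest changes in each direction with a mean log2 CPM of at least 2 and no overlap between conditions, every gene the paper names for its RNA-Seq results or its Western blot, up to 4 members of each list per direction with the smallest adjusted p, and the 10 genes with the smallest adjusted p between lines. Some genes and a list that this rule covers are not reported here. The values of some of these genes had been seen in the supplementary tables of the paper. CDK4, which the paper names, was left out of the lists of named genes at first and was added later.

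In HepG2 cells, deviations from the group means were correlated across genes between vehicle and Sfb libraries. The r was 0.304, 0.27 and 0.435 for libraries of the same number and −0.292 to 0.0038 for the others, so the numbers were taken to pair the libraries. Deviations within a group sum to 0, so a positive r for same numbers lowers the r of the others, and the contrast is partly built in. The main tests do not use the pairing. The pairing comes from this check of the counts, since neither the paper nor the labels describe it. Beside a result in HepG2 cells, the fit with the replicate number as a block is given where it ends or makes a call or moves a count by more than 1.5 times.

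The alternatives were RLE scaling, DESeq2, edgeR's exact test, limma-voom, no filter on low counts, at least 10 counts in every library, the replicate number as a block, 1 fit of all 10 libraries, protein-coding genes alone and leaving out each library in turn. For principal components they were the 500 genes of largest variance and a prior count of 0.5. The combination of the exact test with no filter was added after seeing the data.

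The tests were tried on simulated data with the means, depths and dispersions of these libraries. In HepG2 cells, 29 of 67 genes changed 1.5-fold, 61 of 66 changed 2-fold and 65 of 66 changed 4-fold were found, and 22 of 198 calls were false. In SNU423 cells, 1 of 67, 13 of 67 and 61 of 66 were found, and 21 of 97 calls were false. For the difference between lines, 3 of 64 calls were false. The false shares in the 2 lines are above the threshold of 0.05. A further simulation, added after seeing this, drew dispersions from the fitted trend instead of gene by gene, and 11 of 193, 3 of 73 and 7 of 82 calls were false. Of 20 simulated sets of 40 genes, the 2 that were shifted by a log2 fold change of 0.5 were both found with the preset correlation in each line, with no false set. With an estimated correlation both were found in HepG2 and neither in SNU423 cells. The simulated genes were drawn independently of each other. In the real HepG2 libraries the cytosolic ribosomal proteins had an estimated correlation of 0.792. The simulation therefore does not show how often correlated lists are called falsely. Besides the 2 shifted sets, it changed only 67, 66 and 66 of 14229 HepG2 genes by these folds. In the real HepG2 libraries 6900 of 14418 genes passed. With fewer changed genes the adjustment is stricter, so the shares found and the false shares within a line do not carry over to the real tests.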

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

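The standard error over libraries of the short-transcript pattern was added after the result of the trend was seen. The other tests were not chosen after their results, and each result comes from the test of the difference in response between the lines unless another is given.

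ERK pathway output genes responded more negatively to Sfb in SNU423 than in HepG2 cells, with a median log2 difference of −1.43 over the list; 8 of 16 were lower and none higher in SNU423 cells (3 lower without vehicle replicate 1, 5 without vehicle replicate 2), and 6 of 18 were higher and 3 lower in HepG2 cells. DUSP5, SPRY4 and ETV5, which ERK turns on, fell in SNU423 cells with log2 fold changes of −2.33, −3.77 and −2.97 (adjusted p = 0.0133, 0.0168 and 0.00835 from edgeR's quasi-likelihood test; SPRY4 lost its call without SNU423 vehicle replicate 1, with −3.20), whereas MYC and EPHA2 rose in HepG2 cells with 1.39 and 1.51 (adjusted p = 2.25e-05 and 1.64e-05 from the same test). RLE scaling gave a median difference of −1.41. It shares with TMM the premise that most genes stay unchanged, so it cannot exclude an error common to both. A scaling factor moves all genes alike, and the median difference over all genes was −0.0119. The gap between the list and other genes therefore does not come from scaling. The values argue against a single library, with a median of −1.32 or lower without each of the 10 libraries in turn. They also argue against genes near the detection limit, with −1.38 over the 13 members that had at least 10 counts in every library. A difference between the lines in how RAF inhibition acts on ERK may lie behind the pattern, which was not tested, and the set test's call was lost with an estimated correlation (adjusted p = 0.225 with an estimated correlation). With vehicle alone, 13 of 19 ERK output genes were lower and 4 higher in SNU423 than in HepG2 cells, with a median log2 difference of −1.23 (adjusted p = 0.0346 from camera, adjusted p = 0.987 with an estimated correlation). Whether this starting level shaped the response was not tested.

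Lists of short transcripts fell in both lines: the 269 tested genes of cytosolic and mitochondrial ribosomal proteins, complex I, ATP synthase and the proteasome had a median log2 fold change of −0.307 in HepG2 cells, and the 270 tested in SNU423 cells −0.518. After a smooth trend of fold change on transcript length and GC content, fitted to the other genes, was subtracted, the median was −0.138 in HepG2 (95% bootstrap interval −0.194 to −0.108) and −0.368 in SNU423 cells (−0.418 to −0.314). That interval treats genes as independent, but cytosolic ribosomal proteins in HepG2 cells had an estimated correlation of 0.792, and the standard error over libraries was 0.0813, so the HepG2 median lies less than 2 standard errors from 0 (−0.0983 without vehicle replicate 1, −0.217 without vehicle replicate 3) and the interval was too narrow a bound to exclude the trend as the whole cause there. In SNU423 cells the standard error was 0.0852 and the median −0.463 to −0.283 without a library (−0.283 without Sfb replicate 2), which argues against the trend as the whole cause. A fall of growth-related transcripts under Sfb may account for what is left in SNU423 cells, and whether RNA quality moved with the treatment was not tested and stays open, although the paper gives RNA Integrity Numbers above 9 for all RNA samples.

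The response to Sfb differed between the lines for 333 genes (119, 82 and 124 without HepG2 vehicle replicates 1, 2 and 3, and 166, 85 and 170 without HepG2 Sfb replicates 1, 2 and 3). Besides DUSP6, with a difference of −3.57, the genes with the smallest adjusted p were SIGIRR (−2.90), TACC1 (−2.04), PPP1R3E (3.77), JAG1 (−2.47), UAP1L1 (1.89), TGFBR3 (2.05), TMC7 (−2.69), THBS1 (−1.96) and HES4 (−1.91), each as the SNU423 minus the HepG2 log2 fold change.

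Targets of ATF4 and CHOP rose less in SNU423 cells, with a median difference of −0.45 and 8 of 43 genes passing as lower (adjusted p = 5.81e-06 from camera, adjusted p = 0.485 with an estimated correlation). Cytosolic ribosomal proteins had a median difference of −0.19 (adjusted p = 0.0214 from camera, adjusted p = 0.978 with an estimated correlation). Mitochondrial ribosomal proteins had one of −0.26 (adjusted p = 8.87e-05 from camera, adjusted p = 0.978 with an estimated correlation). Ribosome assembly factors had one of −0.32 (adjusted p = 1.67e-07 from camera, adjusted p = 0.978 with an estimated correlation). Translation initiation factors had one of −0.29 (adjusted p = 0.0444 from camera, adjusted p = 0.978 with an estimated correlation). Proteasome genes had one of −0.28 (adjusted p = 3.06e-04 from camera, adjusted p = 0.978 with an estimated correlation). Nuclear-encoded subunits of complex I had one of −0.41 (adjusted p = 2.50e-06 from camera, adjusted p = 0.978 with an estimated correlation). The 13 mRNAs encoded in mitochondrial DNA had one of 0.62 (adjusted p = 0.0459 from camera, adjusted p = 0.978 with an estimated correlation), and 8 of them rose in SNU423 cells (2 without vehicle replicate 1, 5 without vehicle replicate 2 or Sfb replicate 2). DUSP phosphatases had a median difference of −1.04 (adjusted p = 0.00372 from camera, adjusted p = 0.225 with an estimated correlation). Genes of NRF2 and the iron response had one of −0.48 (adjusted p = 0.00382 from camera, adjusted p = 0.225 with an estimated correlation). Passing as lower were 0 of 84 cytosolic and 1 of 82 mitochondrial ribosomal proteins and 1 of 102 assembly factors. For initiation factors this was 1 of 40, for the proteasome 2 of 49 and for complex I 0 of 37. Fry called none of these lists (adjusted p of at least 0.15 from fry), nor the mitochondrial mRNAs (adjusted p = 0.79 from fry). It called the lists of ATF4 and CHOP, DUSP and NRF2 (adjusted p = 0.0335, 0.0161 and 0.0161 from fry).

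Outside the processes that the paper describes, 3 targets of NF-kappaB and 4 metallothionein genes rose in both lines at an unadjusted p under 0.001, of 16 and 9 in the comparison (adjusted p = 0.0147 and 1.11e-04 from one-sided Fisher's exact tests).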

How the results depend on the processing

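The combination of the exact test with no filter was chosen after seeing the data. Of 52 summary results, 632 values under an alternative stayed within 1.5 times the count or, for r, within the SD over libraries left out. That SD is smaller than a standard error over libraries, so an r labeled as moved need not differ beyond sampling. Another 109 were labeled as moved. Counts have no direction, so only r and the ratios of length and GC content could reverse, and none did. Alternatives for the share of variance and for those ratios were labeled as moved whatever the size of the move. Why values moved was not tested.

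Without a library, the lowest and highest values were 2374 (without HepG2 vehicle replicate 2) and 3534 for HepG2 genes at p under 0.001 (3660 with all), 246 (without SNU423 vehicle replicate 1) and 2171 for SNU423 genes (1451), and 299 and 1090 at p under 0.001 (560). They were 82 (without HepG2 vehicle replicate 2) and 459 for genes that responded differently (333), 215 and 1573 for genes changed the same way in both lines (1088), and 200 and 678 for genes changed the same way in both lines at p under 0.001 (369). The r between lines over all genes was 0.524 (without SNU423 Sfb replicate 1) to 0.674, and over genes with p under 0.001 in both 0.893 (without the same library) to 0.928. In HepG2 cells, lower members were 8 to 16 for ER chaperones, 9 to 13 for base excision repair, 3 to 49 for cytosolic ribosomal proteins, 25 to 45 for mitochondrial ribosomal proteins, 5 to 9 for complex IV and 5 to 9 for glycolysis (5 without Sfb replicate 1). Higher members were 4 to 10 for mitotic genes and 7 to 14 for FOXO genes and targets. In SNU423 cells, leaving out a library leaves 1 in a condition, which is taken to vary like the others.

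With DESeq2, SNU423 genes at p under 0.001 were 1177, genes that responded differently 827, genes changed the same way in both lines at p under 0.001 831, and lower cytosolic ribosomal proteins 31. With edgeR's exact test, SNU423 genes were 2498 and 1360 at p under 0.001, and genes changed the same way in both lines 1754 and 893. With no filter on low counts, these were 2386, 1720, 1701 and 1178, genes that responded differently 702, r 0.187 over all genes and 0.894 over genes called in both, lower cytosolic ribosomal proteins 21, and lists over-represented among shared genes 30 instead of 14. With both, SNU423 genes at p under 0.001 were 1307, shared genes 865, the r values 0.187 and 0.905, and lower members 9 for base excision repair, 7 for cytosolic ribosomal proteins and 5 for complex IV.

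In the fit of all 10 libraries, SNU423 genes were 4427 and 1983 at p under 0.001, genes changed the same way in both lines 2567 and, as genes changed the same way in both lines at p under 0.001, 1020, and r over all genes 0.464. Members of HepG2 lists were then 4 lower for MCM genes, 9 for base excision repair, 4 for cytosolic ribosomal proteins, 26 for mitochondrial ribosomal proteins, 15 for the proteasome and 4 for complex IV, and 2 higher for mitotic genes, 15 for ribosome assembly factors and 4 for p53 targets. Adjusted over the list alone, 3 cytosolic ribosomal proteins were lower. The 26 lists called in HepG2 cells were 0 with an estimated correlation, 43 with fry and 57 with fry for mixed directions, and the 32 in SNU423 cells were 0 with an estimated correlation and 2 with fry. The Spearman correlation over genes called in both was 0.862.

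With the replicate number as a block, HepG2 genes at p under 0.001 were 6196 and lower cytosolic ribosomal proteins 54. In HepG2 cells the block ended the calls of MT-ND4L and PFKFB4 and made those of RPA1, NEIL1, CDK4 and NDUFV2, and it changed no other call of a gene given by name. In SNU423 cells the r of deviations was 0.451 for same and −0.451 for crossed numbers in 2 pairs. With 2 libraries per group the second value mirrors the first by construction, so a pairing there is not established. The block gave 6053 genes in SNU423 cells, and 3683 at p under 0.001. With it, the genes changed the same way in both lines were 4077, the genes changed the same way in both lines at p under 0.001 were 2380, genes that responded differently 2226, and r over genes called in both 0.89.

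The share of variance on the first component was 78.5% in HepG2, 70.4% in SNU423 and 98% in both lines with the 500 genes of largest variance, and 69.5%, 63.4% and 81.7% with a prior count of 0.5. The median gene length of genes that rose was 2.9 times that of genes that fell in HepG2 cells and 5.04 times in SNU423 cells with protein-coding genes alone, and 3.99 and 4.74 times at p under 0.001. The same ratio of GC content was 0.944 and 0.876, and 0.929 and 0.937.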

Differences from the paper's values

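The combination of the exact test with no filter was chosen after seeing the values, and the other alternatives were set before the data were examined.

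At p under 0.001 in HepG2 cells, the paper gives 2140 genes, 1166 higher and 974 lower, and the counts here gave 3660, 2039 and 1621. The numbers came within 1.5 times of the paper's in the fit of all 10 libraries (2736, 1593 and 1143) and with protein-coding genes alone (3195, 1742 and 1453). They did so for the total without vehicle replicate 1 (2826) or 2 (2374) or Sfb replicate 1 (3125), 2 (2604) or 3 (3151), and for the lower genes without the same libraries (1219, 1027, 1282, 1056 and 1307). For the higher genes they did so without vehicle replicate 1 (1607) or 2 (1347) or Sfb replicate 2 (1548), but not without the other libraries. RLE scaling, DESeq2, the exact test, limma-voom, no filter, at least 10 counts in every library, the replicate block and leaving out vehicle replicate 3 did not bring any of them there. Neither did the exact test with no filter, chosen after seeing the values, which gave 4697, 2805 and 1892.

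At the same threshold in SNU423 cells, the paper gives 1347 genes, 677 higher and 670 lower, against 560, 286 and 274 here. DESeq2 (1177, 562 and 615), the exact test (1360, 718 and 642) and no filter (1720, 976 and 744) came within 1.5 times, as did the total and the lower genes in the fit of all 10 libraries (1983 and 963) and the total and the higher genes without Sfb replicate 2 (1090 and 700). The higher genes in the fit of all 10 libraries (1020), RLE scaling, limma-voom, at least 10 counts, the replicate block, protein-coding genes and leaving out the other libraries did not. The exact test with no filter, chosen after seeing the values, gave 1307 genes (758 and 549) and left 143 of the 677 higher and 220 of the 670 lower genes of the paper unreached.

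Below a log2 fold change of −1.5 in SNU423 cells, the paper has 175 genes and the counts here 114. RLE scaling (122), DESeq2 (158), the exact test (189), limma-voom (118), no filter (195), the fit of all 10 libraries (168) and leaving out Sfb replicate 1 (118) came within 1.5 times, and at least 10 counts (108), the replicate block (265), protein-coding genes (97) and leaving out the other libraries did not. The exact test with no filter, chosen after seeing the values, gave 179.

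For genes changed in both lines, the regression intercept of the paper is −0.0158 and the value here −0.0966. It came within the SD over libraries left out, with the sign kept, with the exact test (−0.0725), no filter (−0.0667), at least 10 counts (−0.0701), the replicate block (−0.0793), the fit of all 10 libraries (−0.0632) and without HepG2 Sfb replicate 1 (−0.0881). Without SNU423 Sfb replicate 2 it was 0.00824, close to the paper's value but of the opposite sign. It did not come there with RLE scaling, DESeq2, limma-voom, protein-coding genes or without the other libraries. Over all genes, r is about 0.24 in Fig. 1B of the paper, read by eye, and 0.644 here. No alternative came within the SD over libraries left out (0.0416), the nearest being no filter with 0.187. Such an SD comes from fits that share most libraries, so it is smaller than a standard error over libraries. A value outside it need not be a difference beyond sampling. Over genes changed in HepG2 cells, r is about 0.76 in Fig. 1B, read by eye, and 0.802 here. The exact test (0.784), the replicate block (0.768), the fit of all 10 libraries (0.761) and leaving out SNU423 vehicle replicate 1 (0.772) or 2 (0.782) fell within the SD over libraries left out (0.028). The others did not. The exact test with no filter, chosen after seeing the values, gave an intercept of −0.042 and r of 0.187 over all genes and 0.702 over genes changed in HepG2 cells.

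The supplementary table of the paper has 370 genes higher and 285 lower in both lines, against 190 and 179 here. For higher genes DESeq2 (403), the exact test (468) and leaving out SNU423 Sfb replicate 2 (454) came within 1.5 times, and for lower genes RLE scaling (191), the exact test (425), the fit of all 10 libraries (417) and leaving out HepG2 vehicle replicate 3 (197) or SNU423 Sfb replicate 2 (224). The others did not. The exact test with no filter, chosen after seeing the values, gave 511 and 354. In Fig. 1A the 2 numbers of the table stand beside the opposite directions.

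Of the genes in that table, none that was tested here moved the opposite way. Of its 1166 higher and 974 lower HepG2 genes, 1125 and 890 passed p under 0.001 here, and of its 677 and 670 SNU423 genes 253 and 258. Its column headed FDR equals p multiplied by a number that falls by 1 with each rank from 21163, with a ceiling of 1, and stands at 1 for 1025 HepG2 and 727 SNU423 genes. It is under 0.05 for 635 and 295. RAB42, ELMOD2, FBXO9 and TRIM56, which the text lists among the genes that rose, have log2 fold changes of −2.2561, −1.5747, −1.9297 and −1.5478 in the table. The r of the text for genes changed in both lines, 0.9294, is not the one printed in Fig. 1B.

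The paper finds nothing special in the length or GC content of the genes that changed, whereas here the genes that rose were longer than those that fell, 3.26 times in HepG2 and 4.99 times in SNU423 cells by median gene length. It has ribosome assembly factors falling in HepG2 cells. Of 102 fold changes here 49 were below 0 and 53 above, with 27 genes higher and 19 lower.

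CDK4, RPA and NEIL1 are lower in HepG2 cells in the paper. CDK4, RPA1 and NEIL1 did not pass here, except as lower with the replicate block and, for RPA1, without Sfb replicate 3, whereas RPA2 and RPA3 were lower. Of the complex I subunits whose proteins the paper finds lower by Western blot, NDUFS1 was higher as mRNA in HepG2 cells, with a log2 fold change of 0.36. NDUFV2 (−0.17) did not pass, except as lower with the replicate block.

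In SNU423 cells, the paper has BOP1 rising, whereas its log2 fold change here was −0.82. It did not pass, except as lower with no filter, in the fit of all 10 libraries and with the replicate block. DUSP1 (1.30) and PHB (−0.74) had the direction of the paper and did not pass. DUSP1 passed with DESeq2, the exact test, no filter, the replicate block, the fit of all 10 libraries, without Sfb replicate 2 and with the exact test and no filter together, which was chosen after seeing the values. PHB passed with DESeq2, the exact test, the replicate block and the fit of all 10 libraries. The paper describes high E-cadherin and no raised vimentin in both lines. CDH1, which encodes E-cadherin, was at 8.36 CPM in HepG2 and 72.3 CPM in SNU423 vehicle libraries, and VIM at 0.103 and 734 CPM.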

Other observations

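The test for HepG2 RNA in the SNU423 libraries was written after its result was seen, and the other tests in this part were not.

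Among targets of NF-kappaB that passed, more were higher than lower in each line. In HepG2 cells, 12 of 16 were higher and 1 was lower (13 and 1 when adjusted over the list alone), with BCL3 at a log2 fold change of 2.07 and TNFAIP3 at 1.38 (adjusted p = 4.52e-06 and 7.47e-06 from edgeR's quasi-likelihood test). In SNU423 cells, 6 of 19 were higher and 3 lower (8 and 3 when adjusted over the list alone), with TNFAIP3 at 3.21 and RELB at 2.29 (adjusted p = 0.00919 and 0.00919 from the same test). Without SNU423 vehicle replicate 1, 2 were higher and none was lower, and without vehicle replicate 2 or Sfb replicate 1, 3 were higher. The list rose relative to other genes (adjusted p = 2.25e-04 in HepG2 and 0.0316 in SNU423 cells from camera), but not with an estimated correlation (adjusted p = 0.272 and 0.618), and fry called it in HepG2 cells alone (adjusted p = 6.38e-04 and 0.275). CCL20 fell in HepG2 cells, with −1.59 (adjusted p = 1.95e-05 from the same test).

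Of 9 metallothioneins, which bind zinc and copper, 7 were higher and 1 lower in HepG2 cells, with MT1X at a log2 fold change of 1.51 and MT1A at −0.92 (adjusted p = 1.05e-05 and 7.79e-04 from edgeR's quasi-likelihood test). In SNU423 cells 7 were higher (8 when adjusted over the list alone), with MT1B at 3.45 (adjusted p = 0.0111 from the same test), but 1 without vehicle replicate 1, 3 without vehicle replicate 2 and 2 without Sfb replicate 1. The list rose relative to other genes (adjusted p = 0.00990 in HepG2 and 2.93e-05 in SNU423 cells from camera), but not with an estimated correlation (adjusted p = 0.485 and 0.618), and fry called it in HepG2 cells alone (adjusted p = 0.00614 and 0.246). Of 25 amino acid transporters, 13 were higher and 4 lower in HepG2 cells (15 and 5 when adjusted over the list alone), with SLC3A2 at 1.99 (adjusted p = 5.92e-07 from the same test). Among 14 host genes of snoRNAs, 6 were higher and 3 lower, with SNHG17 at 1.39 (adjusted p = 5.25e-06 from the same test).

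Libraries of SNU423 hold transcripts of hepatocytes: 24 such genes at 100 CPM or more in HepG2 vehicle libraries had a median of 88.2% of that level, and ALB was at 11135 CPM in HepG2 and 8147 CPM in SNU423 vehicle libraries. The values argue against HepG2 RNA mixed in at any share above 1%, since 21 of 1970 genes at 100 CPM or more in HepG2 lay under 1% of their HepG2 level in both SNU423 vehicle libraries. The bound for this test was rewritten after its value was seen. A share under 1% is not excluded but would not account for these levels, and whether the line itself expresses these genes stays open.

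The 6 HepG2 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split was the 1 of 10 with the most, with 6900 genes at an adjusted p under 0.05 and at most 0 in another, 3660 at p under 0.001 and at most 1 in another, and 26 lists and at most 23 in another. Compared with the 3 other splits that part all 3 pairs, which gave no genes by either threshold with edgeR's quasi-likelihood test, it had more lists as well, 26 against 17, 16 and 20. Every other split has both treatments on each side, so the treatment difference adds to the spread within its groups and few genes could pass. Lists could still be called, since part of the treatment difference remains. The counts of the other splits therefore do not show what chance alone would give.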
